# *Bacillus pumilus* Reveals a Remarkably High Resistance to Hydrogen Peroxide Provoked Oxidative Stress

**DOI:** 10.1371/journal.pone.0085625

**Published:** 2014-01-20

**Authors:** Stefan Handtke, Rebecca Schroeter, Britta Jürgen, Karen Methling, Rabea Schlüter, Dirk Albrecht, Sacha A. F. T. van Hijum, Johannes Bongaerts, Karl-Heinz Maurer, Michael Lalk, Thomas Schweder, Michael Hecker, Birgit Voigt

## Abstract

*Bacillus pumilus* is characterized by a higher oxidative stress resistance than other comparable industrially relevant Bacilli such as *B. subtilis* or *B. licheniformis*. In this study the response of *B. pumilus* to oxidative stress was investigated during a treatment with high concentrations of hydrogen peroxide at the proteome, transcriptome and metabolome level. Genes/proteins belonging to regulons, which are known to have important functions in the oxidative stress response of other organisms, were found to be upregulated, such as the Fur, Spx, SOS or CtsR regulon. Strikingly, parts of the fundamental PerR regulon responding to peroxide stress in *B. subtilis* are not encoded in the *B. pumilus* genome. Thus, *B. pumilus* misses the catalase KatA, the DNA-protection protein MrgA or the alkyl hydroperoxide reductase AhpCF. Data of this study suggests that the catalase KatX2 takes over the function of the missing KatA in the oxidative stress response of *B. pumilus*. The genome-wide expression analysis revealed an induction of bacillithiol (Cys-GlcN-malate, BSH) relevant genes. An analysis of the intracellular metabolites detected high intracellular levels of this protective metabolite, which indicates the importance of bacillithiol in the peroxide stress resistance of *B. pumilus*.

## Introduction

*Bacillus pumilus* is a Gram-positive, rod-shaped and endospore-forming bacterium closely related to the industrially relevant bacteria *Bacillus subtilis* and *Bacillus licheniformis*. *B. pumilus* represents a potential alternative host for the industrial production of enzymes. For the evaluation and optimization of fermentation processes with this organism a comprehensive knowledge on its physiology and stress adaptation is required.

During fermentation processes a variety of stresses (e.g. salt, heat and oxidative stress) can impair the fitness of the production host and the quality of the fermentation product [1]–[3]. *B. pumilus* strains are highly resistant against UV radiation and hydrogen peroxide, which may explain the finding of viable spores of *B. pumilus* in hostile environments such as the interior of the Sonoran desert basalt and spacecrafts [4], [5]. This natural potential and resistances of *B. pumilus* could be a major benefit for the improvement of industrial production strains, since oxidative stress can occur in all phases of fermentation processes [1]–[3].

Reactive oxygen species (ROS) such as superoxide (O_2_ **^·^** ^−^), hydrogen peroxide (H_2_O_2_) and hydroxyl radical (OH**·**) are successive one-electron-reduction products of molecular oxygen and therefore occur in all aerobically living organisms [3], [6], [7]. Increased ROS production that exceeds the cell defense capacity leads to oxidative stress in the cell and to the oxidation of nucleic acids, proteins and lipids [2], [3], [8]–[10].

In *B. subtilis*, the cellular defense against oxidative stress is ensured by the detoxification of harmful agents, protection of macromolecules and the repair or removal of damaged molecules. The oxidative stress response of this organism is regulated by specific transcriptional regulators, such as PerR, SigB, LexA/RecA, Spx and OhrR, as previously described in detail [11]–[13]. The oxidative stress response of *B. pumilus* differs significantly from the response in *B. subtilis*, as major oxidative stress genes of *B. subtilis* are missing in the genome of *B. pumilus*, such as the catalase KatA or alkyl hydroperoxide reductase AhpCF. For some of these genes no homologs could be found in the *B. pumilus* genome. This leads to the questions, which genes compensate the missing genes and are thus responsible for the oxidative stress resistance of *B. pumilus*. In this study we used a combination of proteomics, transcriptomics and metabolomics to investigate the individual peroxide stress response of *B. pumilus*.

## Materials and Methods

### 2.1 Strain, Media, Growth and Cell Sampling

*Bacillus pumilus* Jo2 (DSM 14395) was used for all experiments described in this study. Cells were grown aerobically at 37°C and 180 rpm in minimal medium containing 15 mM (NH_4_)_2_SO_4_, 8 mM MgSO_4_×7 H_2_O, 27 mM KCl, 7 mM Na-citrate×2 H_2_O, 50 mM Tris-HCl (pH 7.5) supplemented with 1.8 mM KH_2_PO_4_, 2 mM CaCl_2_, 1 µM FeSO_4_×7 H_2_O, 10 µM MnSO_4_×4 H_2_O, 4.5 mM glutamate, 0.2% w/v glucose and 0.04 µM biotin. Exponentially growing cells at an OD_500 nm_ of 0.6 were exposed to a final concentration of 2 mM hydrogen peroxide. Proteome samples were taken from unstressed cultures before and 10 as well as 30 minutes after exposure to hydrogen peroxide. Samples were pulse-labeled with L-[^35^S]-methionine for 5 min, as described by Hoi *et al.* [14]. Samples for preparative gels were prepared from unlabeled cells 30 and 60 min after exposure to H_2_O_2_ [14]. Preparative gels were used only for spot identification via mass spectrometry.

Samples for RNA extraction were taken before (control) and 3 and 8 min after addition of H_2_O_2_. Cell samples for RNA extraction were mixed with 0.5 volumes of ice-cold killing buffer (20 mM Tris-HCl pH 7.5, 5 mM MgCl, 20 mM NaN_3_), and immediately harvested at 10000×g for 5 min at 4°C.

### 2.2. Scanning Electron Microscopy

For the scanning electron microscopy, the cells were separated from the culture medium by filtration through a 0.2 µm pore size polycarbonate filter. The filter were placed in fixation solution (1% glutaraldehyde, 4% paraformaldehyde, 50 mM NaN_3_ in 5 mM HEPES [pH 7.4]) for 1 h at room temperature and 4°C overnight. After fixation, the samples were treated with 2% tannic acid for 1 h, 1% osmium tetroxide for 2 h, 1% thiocarbohydrazide for 30 min, 1% osmium tetroxide overnight, and 2% uranyl acetate for 30 min with washing steps in between. The samples were dehydrated in a graded series of aqueous ethanol solutions (10–100%) and then critical point-dried. Finally, filter were mounted on aluminum stubs, sputtered with gold/palladium and examined in a scanning electron microscope EVO LS10 (Carl Zeiss microscopy GmbH, Oberkochen, Germany).

### 2.3 Transmission Electron Microscopy

Cells were fixed in 1% glutaraldehyde, 4% paraformaldehyde, 50 mM NaN_3_ in 5 mM HEPES for 1 h at room temperature and then at 4°C overnight. Subsequent to embedding the cells in low gelling agarose, cells were postfixed in 2% osmium tetroxide for 2 h at 4°C. After dehydration in graded series of ethanol (20–100%) for 10 min each step with 0.5% uranyl acetate in 70% ethanol for 30 min (at 4°C) in between, the material was embedded in Epon. Sections were cut on an ultramicrotome (Reichert Ultracut, Leica UK Ltd, Milton Keynes, UK), stained with uranyl acetate and lead citrate and analyzed with a transmission electron microscope LEO 906 (Carl Zeiss microscopy GmbH, Oberkochen, Germany).

### 2.4 2D-Gel Electrophoresis

Cytosolic protein extracts were loaded onto IPG-strips in the pH-range 4–7 (GE Healthcare Bio-Sciences AB, Finland) using 100 µg protein for labeled samples and 500 µg for preparative gels. 2D-PAGE was performed as described by Büttner *et al.* [15]. Autoradiography of radioactively labeled gels was performed as previously described [14]. Preparative gels were stained with Coomassie Brilliant Blue as described by Voigt *et al.* [16]. Proteins were excised from preparative gels, digested and the peptide solution spotted onto MALDI targets using the Ettan Spot Handling Workstation (GE Healthcare, UK). Identification was performed using MALDI-TOF-MS/MS (Proteome Analyzer 5800 MDS Sciex, USA) and an in-house *B. pumilus* Jo2 (DSM 14395) database as described by Wolf *et al.* [17]. Protein quantification was done with the Delta2D proteome software (Decodon, Germany).

### 2.5 Microarray Experiment

Total RNA of *B. pumilus* was prepared by the acid phenol method [18] with the modifications described elsewhere [19]. The isolated RNA was treated with DNase (RNase-free DNase Set, Quiagen, Germany) and subsequently concentrated and cleaned (RNA cleanup and concentration Kit, Norgen Biotek, Canada). Quantity of RNA was determined on a microscale spectrophotometer (Nanodrop ND-1000, Peqlab Biotechnologie GmbH, Germany) and RNA integrity was analyzed using a capillary electrophoresis system (Bioanalyzer 2100, Agilent Technologies, USA). Synthesis and purification of fluorescently labeled cDNA was carried out according to Schroeter *et al.* [20] with minor modifications described below. After the labeling and clean-up step [20], 600 ng of respective Cy3- and Cy5 -labeled cDNA were admixed (ad. 44 µl), denaturated and mixed with 11 µl pre-warmed blocking agent and 60 µl hybridization buffer (both Gene expression hybridization kit, Agilent Technologies, USA). 100 µl of the emerging cDNA mixture, respectively, were used for any hybridization. Custom-made *B. pumilus* Jo2 4×44 K gene expression microarrays were obtained from Agilent Technologies (https://earray.chem.agilent.com/earray/), containing 60-mer Oligonucleotide probes (SurePrint technology, Agilent Technologies). Probe design was performed on the chromosome sequence of *B. pumilus* Jo2 (Sequence Intellectual Property of Henkel KGaA). In addition to the annotated open reading frames (ORFs), ORFs were predicted using (i) Glimmer 3.0 [21], (ii) ZCURVE [22], (iii) Genemark HMM [23], and (iv) Prodigal [24]. Predicted ORFs were added to the design provided that: (i) they were non-overlapping with existing ORFs; or (ii) they were in the reverse complementary strand of existing ORFs. On the annotated and predicted ORFs, up to 5 probes were designed. Altogether, a total of 41377 probes were designed by means of OligoWiz 2.1.3 [25] using default parameters for prokaryotic long-mers. The arrays were hybridized and washed according to the manufacturer’s instructions (Two-Color Microarray-Based Gene Expression Analysis Protocol, Agilent Technologies, USA), followed by a last wash step with acetonitrile (Carl Roth GmbH+Co. KG, Germany) for 30 sec. Microarrays were scanned using the Agilent scanner Type G2565CA with high resolution upgrade G2539A and the software Scan Control 8.4.1 (Agilent Technologies, USA). Data were extracted from scanned images using Agilent's Feature Extraction Software (version 10.5.1.1; Agilent Technologies, USA) using default settings. A common reference type of design was employed, and data from three biological replicate hybridizations for each point in time were used for data analysis. Spot signals were normalized using Lowess as described earlier [26]. Next, for each ORF a signal was determined by taking the median signal of the up to 5 probes per ORF. Differential regulation was determined from the biological triplicate measurements by false-discovery rate (FDR) from the Cyber-T p-values [27] by means of multiple testing correction [26]. Differential regulation was defined as a 2-fold or higher differential expression with a FDR cut-off value of 0.05 or lower.

### 2.6 Metabolomic Analysis of Thiols as their Monobromobimane-derivatives

Cells were grown in minimal medium as described above and exponentially grown cells from 10 ml culture medium were harvested before oxidative stress, 10, 30 and 60 min after addition of hydrogen peroxide. The isolation of LMW-thiols for HPLC analysis was performed as described previously [28]. In brief, after centrifugation the cells were washed with 50 mM Tris–HCl (pH 8.0) and resuspended in 50% acetonitrile containing 20 mM Tris–HCl (pH 8.0), 1 mM penicillamine as internal standard and 2 mM monobromobimane (mBBr). Control samples were resuspended without penicillamine and 5 mM N-ethylmaleimide (NEM) was used prior to addition of mBBr. Thiols were extracted at 60°C and directly labeled with mBBr. Labeling reaction was stopped with aqueous methane sulfonic acid in a final concentration of 5 mM. BSmB (monobromobimane-derivative of BSH) standards were synthesized as described previously [7], [29]. For detection and quantification of LMW-thiols, ion pairing HPLC was performed as described before [30]. For absolute quantification the ratio peak area thiol/peak area internal standard was used and an eight-point calibration between 10 nM and 2000 nM was generated.

### 2.7 Prediction of the PerR Consensus Sequence

Prediction of the PerR consensus sequence was done with the PRODORIC® database (http://prodoric.tu-bs.de/vfp/index2.php) release 8.9 [31] using the consensus sequence as described by Fuangthong *et al.* [32].

## Results and Discussion

### 3.1 Effects of H_2_O_2_ on Growth and Cell Morphology

Exponentially growing *B. pumilus* cells were treated with 2 mM hydrogen peroxide. Thus, the concentration of H_2_O_2_ that was used to trigger the stress in this study was about 40-fold higher than those used for comparable analyses with *B. subtilis* or *B. licheniformis* [13], [20]. The highest peroxide concentrations allowing growth for *B. subtilis* and *B. licheniformis* were 4 and 1 mM, respectively (Table S1). *B. pumilus* is still able to grow with 20 mM hydrogen peroxide. This indicates a striking resistance of *B. pumilus* against peroxide stress. Compared to unstressed cells, growth was significantly impaired for a short time (approximately 15 min) after the H_2_O_2_ treatment (Figure 1). However, after that time, cells continued to grow for about one hour. An electron microscopy analysis indicated that after exposure to H_2_O_2_ most of the cells are morphologically intact, but some of the cells exhibited major damage of their envelope (Figure 2D). Furthermore, scanning electron microscopy revealed some atypically long cells (up to approximately 10–20% two hours after H_2_O_2_ treatment, Figure 2B, 2E) indicating an impact of hydrogen peroxide on processes involved in cell division.

**Figure 1:**
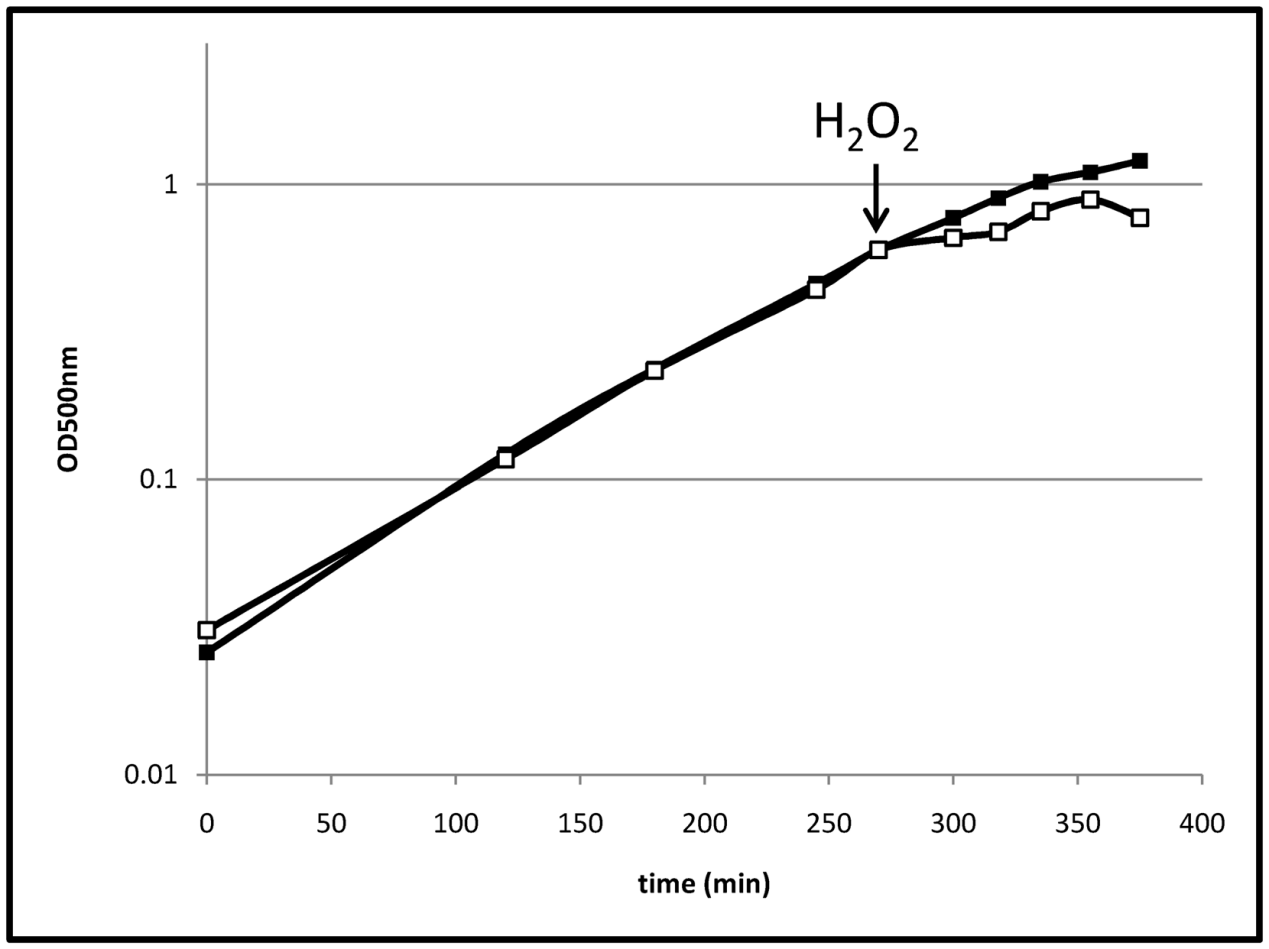
Growth of *B. pumilus.* Growth of *B. pumilus* under control conditions (filled squares) and stressed with 2 mM H_2_O_2_ at OD_500 nm_ 0.6 (empty squares).

**Figure 2:**
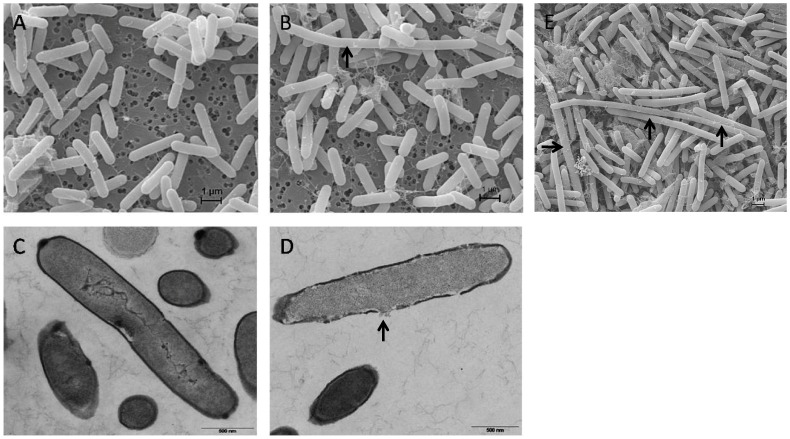
Electron microscopy micrographs. Scanning (A,B,E) and transmission (C,D) electron microscopy micrographs of *B. pumilu*s cells under control conditions (A,C), 30 min (B,D) and 120 min after treatment with 2 mM H_2_O_2_ (E).

### 3.2 Global Expression Profile

All values presented for up- and downregulation of genes or proteins are fold change values. The analysis of the soluble intracellular proteome of *B. pumilus* revealed 54 significantly upregulated and 111 downregulated proteins 10 min after H_2_O_2_ treatment (with a threshold of 2-fold, Table 1, Table S2, Figure 3). For the visualization of the fast and early response on proteome level, a labeling with ^35^S-methionine was necessary. 30 minutes after initiating the stress, 73 proteins were up- and 59 proteins downregulated (Table 1, Table S2 and S3, Figure 4). Transcriptome analysis revealed an at least 2-fold increased transcription of 181 genes three minutes after treatment with H_2_O_2_; 76 of them were more than 3-fold upregulated. 

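Transcription was measured on 9 two-colour Agilent arrays, each with the RNA of 1 sample. Of the samples, 3 were taken before the addition of H2O2 (0 min, control), 3 at 3 min after the addition of 2 mM H2O2 and 3 after 8 min. The cDNA of the sample was labelled with Cy5 and hybridized against a common reference pool labelled with Cy3, with the same dyes on every array. The authors read the spots with Agilent Feature Extraction 10.5.1.1. The median Cy5 intensity of the probes was 738, 650 and 712 for controls I, II and III, 278, 201 and 210 at 3 min, and 354, 549 and 536 at 8 min. Between 61.4% and 87.4% of the probes of an array lay well above background in the Cy5 channel. From the deposited median intensities, the local background was removed by the normexp method with an offset of 50, the dyes were balanced by loess with a span of 0.3, and the log2 ratio of an ORF to the pool was the median of its probes. The 3634 annotated ORFs were tested together with limma. An ORF was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold, the thresholds of the paper. All fold changes below are on the log2 scale against the controls unless 8 min is set against 3 min, with 3 arrays per group, a number that limits their precision. Loess refers every change to the typical probe of an array at its intensity, and most probes lie outside the annotated ORFs. Centring each array on the median ratio of its probes in place of loess moved the median fold change of all ORFs by −0.42 at 3 min and −0.21 at 8 min. Centring on the 10 kinds of spike-in control spots, chosen after the data had been seen, moved it by −1.29 and −0.93. The 41 gene lists were drawn up with the paper's tables at hand, so they are not independent of those tables. Their camera tests were adjusted over the 41 lists of a comparison, and none of the 17 lists past 0.05 at 3 min, 32 at 8 min or 28 between the time points passed when the correlation between genes was estimated. Within every list the number of calls was the same when adjusted over the list alone.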

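At 3 min 198 annotated ORFs were higher and 502 lower than in the controls, and 80 of the former were at least 3-fold higher. The largest increase was that of *yhjN* (RBPU10720, annotated as ammonia monooxygenase), with a log2 fold change of 5.55 (standard error 0.10, adjusted p = 4.88e-14 from limma). It was followed by the universal stress gene *nhaX* (4.48), *ykzI* (4.40), *rplY* (4.26), which encodes the ribosomal protein L25 and general stress protein Ctc, the ATPase transporter gene *zosA* (3.92) and the diacylglycerol kinase gene *bmrU* (3.89). *yoeB* (3.58), the transporter gene *ywfA* (3.46), the organic hydroperoxide resistance gene *ohrA* (3.36) and *yhdB* (3.34) made up the first 10. In all 700 called ORFs the 3 arrays of stressed cells lay on one side of all 3 controls. The thresholds of a call nearly ensure this, so it adds no separate support. For ORFs that are unchanged and not selected, chance gives it in 10%. With spike-in centring 28 of the 198 were still called higher and 88 had a fold change of the other sign. Slides and time points overlap: controls I and II shared a slide with one 3 min array, and control III shared another with the other 3 min arrays and one 8 min array. With the slide as a fixed block 205 ORFs were higher and 496 lower at 3 min. 

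**Figure D1:**
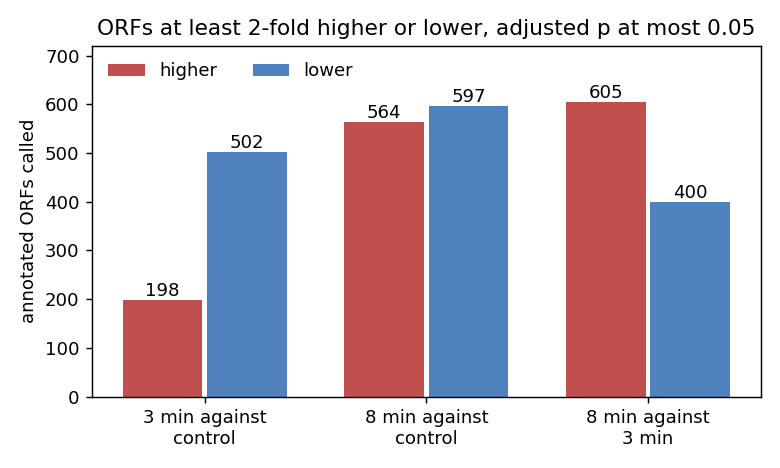
Annotated ORFs (y axis, number of ORFs) called higher or lower at 3 min and 8 min after H2O2 addition against the controls and at 8 min against 3 min (x axis). The bars stand at 198 and 502, 564 and 597, and 605 and 400, with loess within each array; with spike-in centring the counts were 28 and 2442, 205 and 1799, and 962 and 241.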

Eight minutes after treatment, the transcription of 558 genes appeared at least 2-fold increased (307 genes with an at least 3-fold increased transcription). 

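At 8 min, 564 annotated ORFs were higher than in the controls, 310 of them at least 3-fold, and 597 were lower. The universal stress gene *nhaX* (RBPU09990) showed the largest increase. The protease gene *clpE* (5.56), the hypothetical gene *bpj09900* (RBPU09900, 5.48), *rplY* (5.42) and *zosA* (5.32) came next. They were followed by the hypothetical genes *bpj29860* (RBPU29860, 5.28) and *yhjD* (RBPU10690, 5.20), the cell division gene *yneA*, *yhjN* (5.05) and *ykzI* (5.02). Set against 3 min directly, *bpj09900* rose further by 3.33 and *yneA* by 4.34, whereas *yhjN* differed by −0.50 (adjusted p = 0.000342 from limma), under the 2-fold threshold. Of the 564 ORFs, 205 were called higher and 34 had the other sign with spike-in centring.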

Three minutes after the stress, 266 genes were transcribed with an at least 3-fold lower rate than under control conditions, for 296 genes this decreased transcription rate was shown eight minutes after treatment. 

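At least 3-fold lower than in the controls were 161 annotated ORFs at 3 min and 253 at 8 min. These counts depend on the scaling, with 423 and 413 under median centring and 1487 and 1047 under spike-in centring. The hypothetical gene *bpj37800* (RBPU37800) fell furthest at 3 min, with a log2 fold change of −3.17, followed by the fatty acid desaturase gene *des* (−2.89), the purine genes *purE* (−2.82) and *purK* (−2.67), the amino acid transporter gene *bpj24270* (RBPU24270, −2.74), *yxeK* (−2.73) and *yfmI1* (−2.71). The regulator gene *bpj07250* (RBPU07250, −2.65), *argC* (−2.65) and *capB* (−2.61) completed the first 10. By 8 min the genes of poly-gamma-glutamate synthesis *capB* (−5.77), *capC* (−5.56) and *capA* (−5.51) had fallen furthest, followed by the methylthioribose kinase gene *mtnK* (−5.33), *bpj24270* (−4.96), *bpj02190* (RBPU02190, −4.85), *argG* (−4.70), *purS* (−4.58), *argB* (−4.53) and *argJ* (−4.51). All of these were also called lower with spike-in centring, which left the 502 and 597 ORFs called lower at 3 and 8 min lower and added others. This adds no support for the decreases, because that centring moved nearly all changes down. Between the 5th and 95th percentile of the ORFs it moved them by −1.495 to −0.698 at 3 min and −1.156 to −0.586 at 8 min.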

To indicate quality of the transcriptome results, raw data for individual probes for selected genes (which were not found to be induced in the proteome analysis) are presented in Table S4. These data show similar basal values and changes following addition of hydrogen peroxide for all five probes corresponding to a gene.

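The 5 probes of *zosA* (RBPU13600) had log2 fold changes from 3.74 to 4.21 at 3 min and from 5.13 to 5.60 at 8 min. Those of *clpE* (RBPU13450) ranged from 1.17 to 1.746 and from 5.41 to 5.77, and those of *hemX* (RBPU25400) from 1.31 to 1.64 and from 1.99 to 2.17. In the controls the mean log2 ratio to the pool lay between −0.21 and 0.061 for the *zosA* probes, −0.14 and 0.37 for *clpE*, and −0.034 and 0.16 for *hemX*. All 135 spot values of these genes in Table S4 were found on the 9 arrays. Over the 3619 annotated ORFs with at least 2 probes, the median SD between probes was 0.21 at 3 min and 0.18 at 8 min. Probes of one ORF changed at least 2-fold in both directions in 4 ORFs at 3 min and in 1 at 8 min.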

**Figure 3:**
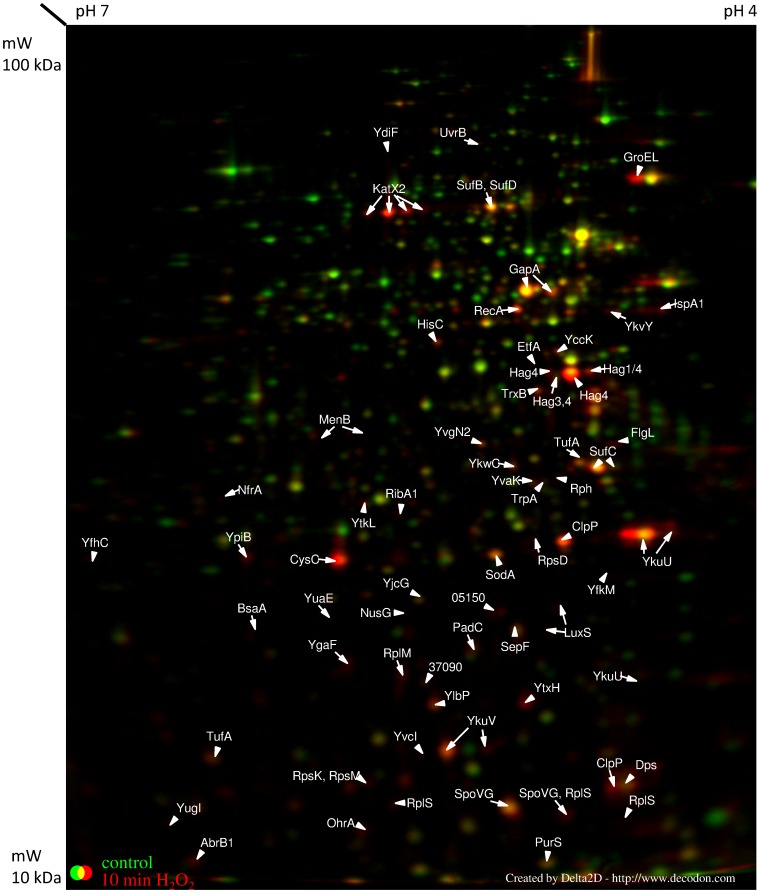
Cytosolic proteome 10 min after H_2_O_2_ treatment. The cytosolic proteome of *B. pumilus* cells 10 min after H_2_O_2_ treatment. Cell samples were labeled with L–[^35^S]-methionine during the exponential growth phase (OD_500 nm_ 0.6), and 10 min after H_2_O_2_ addition. Proteins were separated in a pH gradient 4 (right) –7 (left).

**Figure 4:**
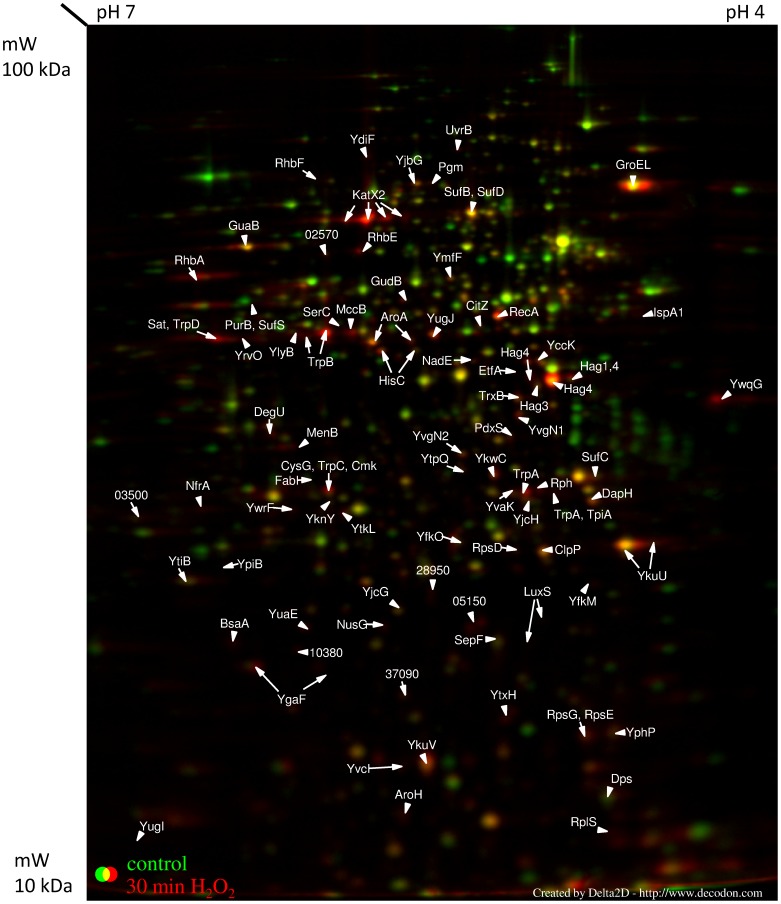
Cytosolic proteome 30 min after H_2_O_2_ treatment. The cytosolic proteome of *B. pumilus* cells 30 min after H_2_O_2_ treatment. Cell samples were labeled with L–[^35^S]-methionine during the exponential growth phase (OD_500 nm_ 0.6), and 30 min after H_2_O_2_ addition. Proteins were separated in a pH gradient 4 (right) –7 (left).

**Table 1:** Selected induced genes and proteins.

ORF ID	gene		transcriptome		proteome		Regulon in other *Bacilli*
			3 min	8 min	10 min	30 min	
BPJ13600	zinc-transporting ATPase ZosA	*zosA*	12.74	28.72			perR
BPJ25410	glutamyl-tRNA reductase HemA	*hemA*	3.44	3.99			perR
BPJ25390	porphobilinogen deaminase HemC	*hemC*	2.68	3.90			perR
BPJ25370	delta-aminolevulinic acid dehydratase HemB	*hemB*	2.52	3.72			perR
BPJ25400	putative cytochrome C biogenesis protein HemX	*hemX*	2.86	4.25			perR
BPJ25380	uroporphyrinogen III synthase HemD	*hemD2*	2.68	4.23			perR
BPJ25360	glutamate-1-semialdehyde 2,1-aminomutase HemL	*hemL*	2.75	3.56			perR
BPJ21690	Fur family ferric uptake regulation protein Fur	*fur*	1.92	3.62			perR
BPJ11620	transcriptional regulator Spx	*spxA*	4.14	3.31			perR/spx/sigB
BPJ11610	putative N-acetyltransferase YjbC	*yjbC*	2.41	4.41			perR/spx/sigB/sigM/sigW/sigX
BPJ09760	catalase KatX2	*katX2*	6.96	10.69	15.18	21.09	sigB/sigF
BPJ34450	putative ABC transporter permease YwjA	*ywjA*	1.57	4.47			fur
BPJ30810	hydroxamate siderophore ABC transporter ATP-bindingprotein FhuC	*fhuC1*	1.51	2.46			fur
BPJ30830	hydroxamate siderophore ABC transporter permeaseFhuB	*fhuB1*	1.52	4.01			fur
BPJ30820	hydroxamate siderophore ABC transporter permeaseFhuG	*fhuG1*	1.53	3.20			fur
BPJ08440	ABC transport system permease	*bpj08440*	4.11	7.49			fur
BPJ08430	putative iron complex transport system substratebinding protein	*bpj08430*	4.54	7.43			fur
BPJ08420	putative HTH-type transcriptional regulator	*bpj08420*	3.58	5.59			fur
BPJ08580	putative nitroreductase YfhC	*yfhC*		2.67	5.00	1.10	fur
BPJ08410	ferredoxin–NADP reductase 2	*bpj08410*	3.90	3.83			fur
BPJ37570	AraC family transcriptional regulator/putativeFeuA-like substrate-binding domain ybbB	*ybbB*	4.93	12.84			fur
BPJ37580	iron complex ABC transporter substrate-binding proteinFeuA	*feuA*	3.21	10.04			fur, btr, citB
BPJ37590	putative bacillibactin esterase YbbA	*ybbA*	5.24	18.42			fur/btr/citB
BPJ07970	C56 family peptidase YfkM	*yfkM*	2.94	7.61	7.39	3.09	fur/sigB
RBPU30260	FeS cluster assembly protein SufB	*sufB*	1.87	2.10	1.73		Fe/S cluster biogenesis
RBPU30280	cysteine desulfurase SufS	*sufS*			−1.77	2.69	Fe/S cluster biogenesis
RBPU30290	FeS cluster assembly permease SufD	*sufD*			1.73		Fe/S cluster biogenesis
RBPU30300	FeS cluster assembly ATPase SufC	*sufC*			2.52	2.13	Fe/S cluster biogenesis
BPJ11040	diaminobutyrate–2-oxoglutarate aminotransferase RhbA	*rhbA*			−1.11	11.10	siderophore synthesis
BPJ11080	rhizobactin siderophore biosynthesis protein RhbE	*rhbE*			−1.18	5.28	siderophore synthesis
BPJ11090	rhizobactin siderophore biosynthesis protein RhbF	*rhbF*			−1.72	3.02	siderophore synthesis
BPJ35800	iron complex ABC transporter ATP-binding protein FhuC	*fhuC2*	3.88	7.85			iron uptake
BPJ35810	iron complex ABC transporter permease FhuB	*fhuB2*	3.32	7.15			iron uptake
BPJ35770	putative iron complex ABC transporter permease FhuG	*fhuG2*	2.31	4.39			iron uptake
BPJ35780	putative iron complex ABC transporter substrate-binding protein FhuD	*fhuD*	2.72	5.57			iron uptake
BPJ35830	putative iron transport-associated protein/putative siderophore	*bpj35830*	3.65	5.84			iron uptake
BPJ35840	putative heme uptake protein IsdC	*bpj35840*	4.91	7.62			iron uptake
BPJ35850	putative iron transport-associated protein	*bpj35850*	3.89	6.47			iron uptake
BPJ28430	DinB-like domain-containing protein YuaE	*yuaE*			2.25	2.87	spx
BPJ31980	thioredoxin-disulfide reductase TrxB	*trxB*		3.97	3.93	3.59	spx
BPJ29110	putative NADH-dependent butanol dehydrogenase YugJ	*yugJ*		2.32	1.08	4.60	spx
BPJ19830	methionine sulfoxide reductase MsrA	*msrA*	1.46	2.24			spx
BPJ19820	peptide-methionine sulfoxide reductase MsrB	*msrB*	1.48	2.27			spx
BPJ25870	thioredoxin TrxA	*trxA*	1.40	2.58			spx/ctsR/sigB
BPJ35200	NADPH-dependent nitro/flavin reductase NfrA	*nfrA*		2.50	2.47	5.21	spx/sigD/spo0A
BPJ24450	cystathionine gamma-lyase MccB	*mccB*			−1.58	7.58	spx/cymR
BPJ17710	putative cell division suppressor protein YneA	*yneA*	2.24	44.25			lexA/SOS
BPJ10180	3′-5′ exoribonuclease YhaM	*yhaM*	0.71	2.81			lexA/SOS
BPJ21860	DNA polymerase 4	*polY1*		10.68			lexA/SOS
BPJ32300	excinuclease ABC subunit B	*uvrB*		7.22	2.52	4.29	lexA/SOS
BPJ32290	excinuclease ABC subunit A	*uvrA*	1.49	6.75			lexA/SOS
BPJ25860	excinuclease ABC subunit UvrC	*uvrC*		3.65			lexA/SOS
BPJ17700	repressor LexA	*lexA*	1.55	5.66			lexA/SOS
BPJ17730	DUF896 family protein YnzC	*ynzC*	0.65	8.85			lexA/SOS
BPJ12460	phage-like PBSX protein XkdA	*xkdA*	3.10	17.84			lexA/SOS
BPJ17720	resolvase-like protein YneB	*yneB*	1.38	17.03			lexA/SOS
BPJ10160	putative exonuclease YhaO	*yhaO*		8.76			lexA/SOS
BPJ16880	recombinase RecA	*recA*	1.63	7.22	4.94	9.58	lexA/SOS/comK
BPJ35170	minor extracellular serine protease Vpr	*vpr*	1.58	2.23			lexA/SOS/phoP
BPJ21470	hypothetical protein YpuD	*ypuD*	1.93	7.12			lexA/SOS/sigB/sigM
BPJ10170	putative ATPase YhaN	*yhaN*		8.73			lexA/SOS
BPJ13450	ATP-dependent Clp protease ATP-binding subunit ClpE	*clpE*	2.78	45.41			ctsR
BPJ25460	ATP-dependent protease ATP-binding subunit ClpX	*clpX*		2.67			ctsR
BPJ00800	DNA repair protein RadA	*radA*		10.02			ctsR/sigB
BPJ00760	transcriptional regulator CtsR	*ctsR*		9.40			ctsR/sigB
BPJ00770	transcriptional regulator McsA	*mcsA*		10.26			ctsR/sigB
BPJ31850	ATP-dependent Clp protease proteolytic subunit ClpP	*clpP*	1.79	4.26	8.74	1.73	ctsR/sigB
BPJ00780	putative ATP:guanido phosphotransferase McsB	*mcsB*	1.43	8.87			ctsR/sigB/sigF
BPJ00790	ATP-dependent Clp protease ClpC	*clpC*		6.44			ctsR/sigB/sigF
BPJ00810	DNA integrity scanning protein DisA	*disA*		5.15			ctsR/sigB/sigM
BPJ15470	adenylyl-sulfate kinase CysC	*cysC*			23.93	1.60	cymR
BPJ15480	uroporphyrin-3 C-methyltransferase CysG	*cysG*			1.49	10.53	cymR
BPJ15460	sulfate adenylyltransferase Sat	*sat*			1.37	13.07	cymR
BPJ20800	tryptophan synthase alpha subunit TrpA	*trpA*			2.16	13.51	TRAP
BPJ20810	tryptophan synthase beta subunit TrpB	*trpB*			1.13	13.99	TRAP
BPJ20820	N-(5′-phosphoribosyl)anthranilate isomerase TrpF	*trpF*	1.59	2.09			TRAP
BPJ20830	indole-3-glycerol-phosphate synthase TrpC	*trpC*		2.36	1.49	10.53	TRAP
BPJ20840	anthranilate phosphoribosyltransferase TrpD	*trpD*	1.44	2.72	1.37	13.07	TRAP
BPJ20850	anthranilate synthase component 1	*trpE*		2.61			TRAP
BPJ12980	transcriptional regulator OhrR	*ohrR*		2.54			ohrR
BPJ12970	peroxiredoxin OhrA	*ohrA*	10.66	9.88	6.29	1.30	ohrR
BPJ12990	peroxiredoxin OhrB	*ohrB*		2.10			sigB/ohrR
BPJ19510	putative bacillithiol biosynthesis deacetylase YojG	*yojG*		3.31			bacillithiol-related
BPJ20020	DUF1094 family protein YphP	*yphP*			1.78	2.22	bacillithiol-related
BPJ21140	putative thioredoxin reductase YpdA	*ypdA*	0.67	2.58			bacillithiol-related
BPJ22220	DUF1094 family protein YqiW	*yqiW*		2.58			bacillithiol-related
BPJ31300	glycine betaine/carnitine/choline ABC transporter permease OpuCD	*opuCD*		3.03			glycine betaine transport
BPJ31310	glycine betaine/carnitine/choline ABC transporter substrate-binding protein OpuCC	*opuCC*	0.88	2.62			glycine betaine transport
BPJ31320	glycine betaine/carnitine/choline ABC transporter permease OpuCB	*opuCB*	0.92	2.74			glycine betaine transport
BPJ31330	glycine betaine/carnitine/choline ABC transporter ATP-binding protein OpuCA	*opuCA*	0.94	2.46			glycine betaine transport
BPJ02950	glycine betaine ABC transporter ATP-binding protein OpuAA	*opuAA*	2.76	10.75			glycine betaine transport
BPJ02960	glycine betaine ABC transporter membrane protein	*opuAB*	2.41	10.19			glycine betaine transport
BPJ02970	glycine betaine ABC transporter substrate-binding protein	*opuAC*	2.37	7.48			glycine betaine transport
BPJ29360	Na+/H+ antiporter subunit MrpA	*mrpA*		4.57			sodium transport
BPJ29370	Na+/H+ antiporter subunit MrpB	*mrpB*		4.77			sodium transport
BPJ29380	Na+/H+ antiporter subunit MrpC	*mrpC*		3.60			sodium transport
BPJ29390	Na+/H+ antiporter subunit MrpD	*mrpD*	1.48	3.87			sodium transport
BPJ29400	Na+/H+ antiporter subunit MrpE	*mrpE*	1.51	3.20			sodium transport
BPJ29410	Na+/H+ antiporter subunit MrpF	*mrpF*	1.72	3.38			sodium transport
BPJ29420	Na+/H+ antiporter subunit MrpG	*mrpG*	1.96	2.60			sodium transport

Selected genes and proteins that are induced in H_2_O_2_ treated *B. pumilus* cells.

Genes and proteins are listed, which could be assigned to putative regulons known from other *Bacilli*. Complete lists of upregulated as well as downregulated genes/proteins is given in supporting information Tables S2 and S3. For transcriptome, selected genes are shown for 3 and 8 minutes after stress compared to the control conditions (0 min). For a complete list of induced and repressed genes see Table S3. Differential regulation was determined from the biological triplicate measurements by false-discovery rate (FDR) from the Cyber-T p-values [27] by means of multiple testing correction [26]. Differential regulation was defined as a two-fold or higher differential expression with a FDR cut-off value of 0.05 or lower. Protein quantification was performed by the Delta 2D software (Decodon) from 3 biological replicates with a FDR cut-off value of 0.05 or lower.

To compare the physiological changes in H_2_O_2_ treated *B. pumilus* cells with the oxidative stress responses of other organisms, the upregulated genes and proteins were assigned to putative regulons known from related organisms like *B. subtilis* and *B. licheniformis* [13], [20]. 139 of the upregulated genes and proteins could be assigned to these putative regulons (Table S2). The thus classified genes and proteins identified in this study are summarized and discussed below.

### 3.3 PerR Regulon

The PerR regulon is known to be highly induced by oxidative stress caused by hydrogen peroxide and paraquat [13]. As shown previously for *B. licheniformis*, the *B. pumilus* genome encodes a PerR regulator protein with a high level of identity (93%) to the PerR-protein known from *B. subtilis* [20]. Transcription of the *perR* gene was significantly increased immediately after stress (Table 1). This indicates a regulation mechanism of PerR in H_2_O_2_ treated *B. pumilus* cells that is similar to the de-repression model reported for *B. subtilis* [33].

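*perR* (RBPU08930, read by 4 probes) encodes the peroxide regulator PerR, a member of the Fur family. Its log2 ratio to the pool was 0.051 ± 0.076 (SD, n = 3) in the controls, 0.44 ± 0.012 at 3 min and 1.57 ± 0.21 at 8 min. The change at 3 min was 0.39 (standard error 0.094, adjusted p = 0.0016 from limma), below the 2-fold threshold, although all 3 arrays lay above all controls. At 8 min the gene was higher by 1.52 (adjusted p = 1.07e-09 from limma), a further rise of 1.13 over 3 min. With spike-in centring its changes were −0.90 and 0.46, and neither was called, and with median centring the change at 3 min was −0.023. From the increased transcription of *perR*, the paper proposes a regulation of PerR in *B. pumilus* similar to the de-repression model of *B. subtilis*.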

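The ATPase gene *zosA* (RBPU13600) and the regulator gene *spxA* (RBPU11620) rose furthest among the PerR-type genes within 3 min. Of the 12 measured genes of the PerR list, 9 were higher at 3 min and 11 at 8 min. The heme genes *hemA* (RBPU25410), *hemX*, *hemC*, *hemD2*, *hemB* and *hemL* lie side by side on the array's annotation and changed alike, by 1.43 to 1.72 at 3 min and by 1.89 to 2.17 at 8 min. *yjbC* (RBPU11610, an acetyltransferase gene beside *spxA*) rose by 1.42 and then 2.29. The exception was *gsaB* (RBPU08910), a second aminotransferase gene matched to the list through a synonym of *hemL*, at −0.30 and −0.72. The list had a median fold change of 1.497 at 3 min and 2.08 at 8 min. With camera it had an adjusted p = 1.26e-05 at 3 min (adjusted p = 0.223 with an estimated correlation) and 4.54e-05 at 8 min (adjusted p = 0.175 with an estimated correlation). With spike-in centring the medians kept their sign at 0.15 and 1.01, with 2 genes higher and 1 lower at 3 min and 6 higher and 1 lower at 8 min. 

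**Figure D2:**
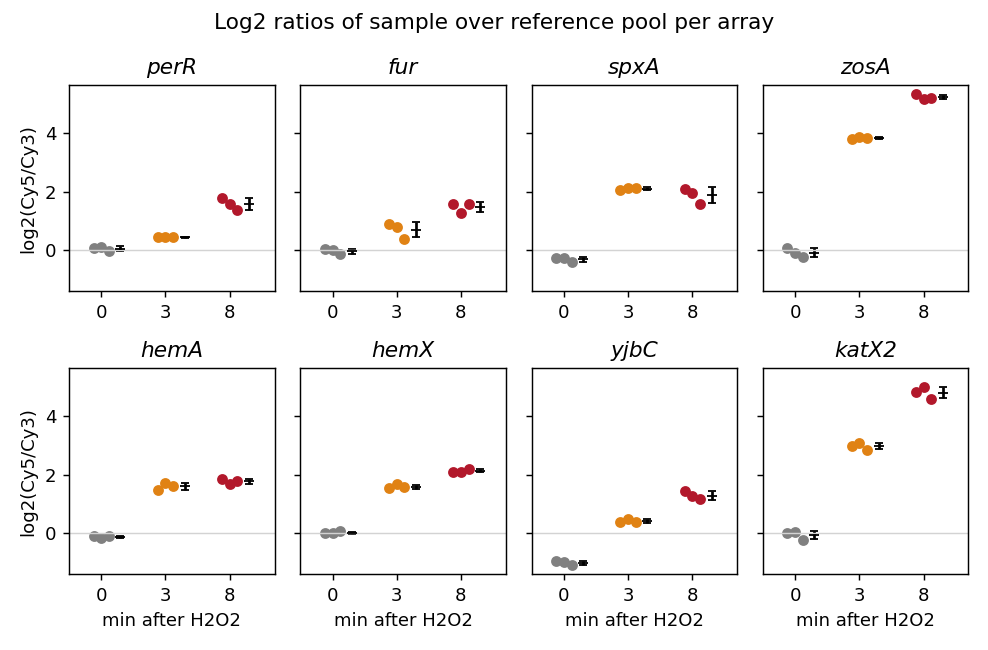
Log2 ratio of Cy5 to Cy3 (y axis) of *perR*, *fur*, *spxA*, *zosA*, *hemA*, *hemX*, *yjbC* and *katX2* on each of the 9 arrays at 0, 3 and 8 min (x axis, minutes after H2O2 addition), with the mean and SD of the 3 arrays of each time. The mean of *zosA* was −0.091 ± 0.15 at 0 min, 3.83 ± 0.038 at 3 min and 5.23 ± 0.080 at 8 min; with spike-in centring *perR* and *fur* had changes of the other sign at 3 min (−0.90 and −0.56).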

In our study genes assigned to a putative PerR regulon, including those encoding the regulator proteins Fur and SpxA as well as the zinc-uptake protein ZosA, the heme biosynthesis complex HemABCD2LX and the general stress protein YjbC were significantly induced at transcriptional level (Table 1).

Strikingly, some of the PerR-regulated genes exhibiting the highest induction in *B. subtilis* cells subjected to hydrogen peroxide, are absent from the genome of the *B. pumilus* strain used in our study, as well as from a previously published *B. pumilus* genome [34]. This applies e.g. for the genes encoding the catalase KatA and the DNA-protection protein MrgA. Furthermore, *B. pumilus* lacks not only the genes *ahpC* and *ahpF*, encoding subunits of the alkyl hydroperoxide reductase, but there are no genes annotated with this function in the genome.

Instead of KatA, a gene annotated as catalase KatX2 (53% sequence similarity to *B. subtilis* KatX) was significantly induced in *B. pumilus* cells at transcriptional and translational level (up to 10 and 20-fold, respectively, Table 1). 

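The catalase gene *katX2* (RBPU09760) had a log2 ratio to the pool of −0.057 ± 0.14 (SD, n = 3) in the controls, 2.97 ± 0.11 at 3 min and 4.80 ± 0.20 at 8 min. This is a change of 3.03 at 3 min (adjusted p = 6.99e-12 from limma) and 4.86 at 8 min (adjusted p = 1.18e-14 from limma), or 8.17-fold and 29.0-fold. Of the 16 measured genes of peroxide and superoxide detoxification, 9 were higher at 3 min, with a median change of 1.05. By 8 min 12 were higher and the thiol peroxidase gene *tpx* (−1.04) was lower. The glutathione peroxidase gene *bsaA* stood at −0.33 at 3 min and rose to 1.18, while with spike-in centring it was lower at 3 min (−1.81) and not called at 8 min (0.10). The list's median turned to −0.17 at 3 min with spike-in centring and stayed positive at 8 min (1.62, and 0.68 with spike-in centring). Its camera test gave an adjusted p = 0.000119 at 3 min (adjusted p = 0.444 with an estimated correlation) and 4.59e-05 at 8 min (adjusted p = 0.222 with an estimated correlation).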

Thereby, KatX2 was one of the proteins with the highest induction rates detected. *B. subtilis* and *B. licheniformis* subjected to hydrogen peroxide exhibit a more than 100-fold induction of KatA [13], [20]. KatX2 comprises about 0.38% of the cytoplasmic protein present in the gel before addition of hydrogen peroxide. The values for *B. subtilis* and *B. licheniformis* are 0.13% in both strains (personal communication C. Scharf, B. Voigt). After addition of hydrogen peroxide KatX2 comprises about 3.8% of the cytoplasmic protein. This is comparable to the value of 3.6% for *B. licheniformis* (personal communication B. Voigt) but higher than the value for *B. subtilis* (1.2%, personal communication C. Scharf). These values indicate that in *B. pumilus* there is a higher synthesis of KatX2 already in unstressed cells compared to *B. subtilis* and *B. licheniformis* KatA explaining the lower induction rate. In *B. subtilis*, KatX is the major spore catalase and under control of SigB and SigF [35], [36]. We detected a *B. subtilis* PerR consensus sequence [32] containing 2 mismatches about 90 bases in front of the start codon of KatX2 indicating a possible involvement of PerR in its regulation.

### 3.4 Fur Regulon and Fe-metabolism

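The ratio of *fur* (RBPU21690) to the pool was −0.035 ± 0.083 (SD, n = 3) in the controls, 0.70 ± 0.27 at 3 min and 1.48 ± 0.17 at 8 min. Its change at 3 min, 0.73, had an adjusted p = 5.56e-05 from limma but stayed below 2-fold. At 8 min the gene was higher by 1.51, a 2.85-fold change (adjusted p = 1.86e-08 from limma). With spike-in centring the changes were −0.56 and 0.48, and neither was called.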

The PerR-regulated *fur* gene *of B. pumilus*, shows 95% similarity to the *fur* gene known from *B. subtilis* and was induced 3.6-fold after stress [32]. The regulator protein Fur of *B. subtilis* controls the expression of genes responsible for iron uptake [37]. Immediately after exposure to H_2_O_2_, cytosolic iron concentration is considerably reduced to prevent the formation of OH^•^ by the Fenton reaction [13]. Upregulation of the Fur-controlled genes may be a reaction of the cells to optimize iron uptake in order to face the resulting iron limitation. Alternatively it might be that Fur is H_2_O_2_ sensitive as it is in *E. coli* [38].

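Among the 27 measured genes of the Fur list, 12 were higher and 3 lower at 3 min. At 8 min 17 were higher and the other 10 were not called. *ydbN* (RBPU04420, hypothetical) rose furthest at 3 min, by 3.28, and stood at 3.87 at 8 min. The ferrichrome transporter genes *fhuB1* (RBPU30830), *fhuC1* (RBPU30810) and *fhuG1* (RBPU30820) were not called at 3 min (0.61, 0.85 and 0.75) and were higher at 8 min (1.79, 1.72 and 1.76), but not called then with spike-in centring (0.73, 0.66 and 0.68). Lower at 3 min were the bacillibactin esterase gene *besA* (−1.16) and 2 ABC transporter genes, which were no longer called at 8 min. The list's median change was 0.84 at 3 min but −0.63 with spike-in centring, and 1.79 at 8 min and 0.73 with spike-in centring. Against other genes the camera test gave an adjusted p = 7.58e-05 at 3 min (adjusted p = 0.321 with an estimated correlation) and 7.97e-06 at 8 min (adjusted p = 0.19 with an estimated correlation).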

Nine genes of a putative Fur regulon showed a significantly increased expression in *B. pumilus* cells after H_2_O_2_ treatment, including the ABC transporter system *fhuB1C1G1* (Table 1). The *fhuC* gene was induced by H_2_O_2_ in *B. subtilis* and *B. licheniformis*, too [13], [20]. 

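*ykuN* (RBPU13980), *ykuO* (RBPU13990) and *ykuP* (RBPU14000) are neighbours on the array's annotation and changed together. They were higher at 3 min by 1.90, 2.16 and 2.10 on the log2 scale, and from 3 to 8 min they rose by a further 2.83, 2.83 and 2.77 (adjusted p = 2.66e-13, 2.66e-13 and 2.9e-12 from limma). Spike-in centring left all 3 positive at 3 min, with 0.63 for *ykuN*, but none was then called.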

Further Fur regulon member genes known to be induced by H_2_O_2_ in *B. subtilis* showing an induction in our study were *ykuN*, *ykuP* (flavodoxins) and the hypothetical protein *ykuO*. 

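Against the controls, the 8 min levels were 26.4-fold higher for *ykuN*, 31.8-fold for *ykuO* and 29.2-fold for *ykuP* (log2 fold changes of 4.72, 4.99 and 4.87, with standard errors of 0.067, 0.067 and 0.091). No other gene of the Fur list had a larger change at 8 min.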

With an about 30-fold higher mRNA level 8 minutes after treatment, these were among the highest upregulated genes in this putative regulon. The putative nitroreductase YfhC, also induced in H_2_O_2_ stressed *B. subtilis* cells, was the only member of the putative Fur regulon we observed to be upregulated at translational level.

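*ywjA* (RBPU34450) was not called at 3 min (0.84) and was higher by 2.32 at 8 min, a rise of 1.48 between the time points. The peptidase gene *yfkM* (RBPU07970) was already higher at 3 min (1.61) and reached 3.36. The esterase gene *ybbA* (RBPU37590) rose by 2.12 at 3 min and 3.68 at 8 min. The fold changes of these genes at 8 min were 5.0, 10.2 and 12.8. At 3 min *yfkM* (0.14) and *ybbA* (0.92) were not called with spike-in centring.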

The gene *ywjA*, encoding another ABC transporter of yet unknown function, the peptidase encoding gene *yfkM* and the bacillibactin esterase encoding gene *ybbA* were upregulated, too. These genes are Fur-regulated in *B. subtilis*, but they were not upregulated by H_2_O_2_ in this organism [13], [39]. In *B. subtilis* and *B. licheniformis*, the siderophore biosynthesis complex encoded by *dhbACEBF* was strongly upregulated by H_2_O_2_. In our study, these genes showed no significant changes in their expression level.

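None of the 5 genes *dhbA* (RBPU37510), *dhbC*, *dhbE*, *dhbB* and *dhbF* (RBPU37550) was called by limma at 3 min or at 8 min. Their log2 fold changes at 3 min ran along the operon from −0.77 for *dhbA* through −0.22, 0.30 and 0.31 to 0.72 for *dhbF*, and at 8 min they lay between −0.44 and 0.14. At an unadjusted p under 0.05 and any size of change, 3 of the 5 were higher and 2 lower at 3 min, and 2 were lower and 0 higher at 8 min. The Cyber-T test called 0 of them at either time. Between 3 and 8 min *dhbF* changed by −1.16 and was called lower. With spike-in centring *dhbA* (−1.96), *dhbC* (−1.45), *dhbE* (−1.11) and *dhbB* (−1.15) were lower at 3 min, and *dhbE* (−1.03), *dhbB* (−1.44) and *dhbF* (−1.51) at 8 min.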

Other genes that exhibited higher transcription rates after H_2_O_2_ treatment were the iron ABC transporter protein encoding gene *feuA* and its upstream-located regulator *ybbB* (renamed *btr* in *B. subtilis*) [40]. 

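*feuA* (RBPU37580) was higher by 1.70 at 3 min and 3.22 at 8 min (standard errors 0.11 and 0.11), or 3.24-fold and 9.33-fold. The regulator gene *ybbB* (RBPU37570, AraC family) rose by 2.30 and 3.75 (adjusted p = 2.48e-12 and 2.41e-15 from limma). Both rose again between the time points, by 1.53 and 1.45. Neither was called at 3 min with spike-in centring (0.46 and 0.89).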

Unlike *B. subtilis*, the *B. pumilus* genome encodes a second Fhu-related iron uptake system. Our study showed an induction of the genes encoding FhuC2-FhuB2-BPJ35820 as well as *fhuG2* and *fhuD* immediately after subjecting the cells to the stress. 

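The 10 neighbouring genes from RBPU35760 to RBPU35850, which form the list of the second Fhu-like cluster, were all higher at 3 min and at 8 min. At 3 min *fhuC2* (RBPU35800) rose by 1.745, *fhuB2* by 1.79, *bpj35820* by 2.12, *fhuD* by 1.47 and *fhuG2* by 1.31. At 8 min their changes were 2.63, 2.74, 3.07, 2.24 and 2.05. From 3 to 8 min the list's median difference was 0.81 and none of the 10 was called by limma or by the Cyber-T test, although all 10 were higher at an unadjusted p under 0.05. At 3 min the list's median was 1.77 (0.40 with spike-in centring, under which none was called and *fhuG2* stood at −0.082), and camera gave an adjusted p = 1.8e-06 (adjusted p = 0.321 with an estimated correlation). At 8 min the median was 2.67, all 10 were also called higher with spike-in centring, and the adjusted p = 8.51e-06 from camera (adjusted p = 0.214 with an estimated correlation).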

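*bpj35830* (RBPU35830), *bpj35840* and *bpj35850* are annotated as cell surface or predicted proteins, the last of them associated with iron transport. They were higher at 3 min by 2.05, 2.00 and 2.24 and at 8 min by 2.90, 2.71 and 2.93. On the other cluster, the array's annotation names *bpj08420* (RBPU08420) after the activator Btr, *bpj08430* after the hydroxamate-binding protein YxeB and *bpj08440* after the ABC transporter protein YwjA, so these 3 genes were also counted in the Fur list. Their changes were 2.11, 2.20 and 1.83 at 3 min and 2.73, 3.02 and 2.74 at 8 min. The adjoining *bpj08410* (RBPU08410, thioredoxin-disulfide reductase) went from 2.13 to 2.22. All 4 genes of this list were called higher at both times, with medians of 2.12 and 2.74 (0.68 and 1.72 with spike-in centring, under which none was called at 3 min and all 4 at 8 min). Camera gave the list an adjusted p = 0.000868 at 3 min (adjusted p = 0.223 with an estimated correlation) and 0.00301 at 8 min (adjusted p = 0.175 with an estimated correlation).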

Two further putative iron transporter systems, *bpj35830*-*bpj35840*-*bpj35850* and *bpj08420*-*bpj08430*-*bpj08440*, were induced, too. The proteins encoded by the latter genes showed no significant homology to any protein known from related *Bacillus* species.

Furthermore, the proteomic approach revealed a strong induction of the siderophore synthesis proteins RhbA, RhbE and RhbF, encoded by the *rhbABCDEF*-operon (Table 1). A rather slight induction at the translational level was shown for the iron/sulfur cluster biogenesis proteins SufB, SufS, SufD and SufC as previously shown for *B. licheniformis* [20]. The *sufU* gene was found to be only slightly upregulated at the mRNA level.

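Of the 7 measured genes of iron-sulfur cluster assembly, *sufB* (RBPU30260, 1.18), *sufS* (1.06), *sufD* (1.03) and *yutM* (2.31) were higher at 8 min, whereas *nifS* (RBPU25110) was lower at 3 min (−1.21) and 8 min (−1.67). *sufC* (0.87) stayed below 2-fold and was not called at 8 min. No ORF carries the symbol *sufU*, but *nifU* (RBPU30270), looked up after the other values had been seen, lies between *sufB* and *sufS* and had changes of 0.34 at 3 min and 1.02 at 8 min. The list's median was 0.37 at 3 min and 1.03 at 8 min, but −0.87 and −0.11 with spike-in centring, under which *sufB*, *sufS* and *sufD* had changes of −0.010, −0.068 and −0.11. At 8 min camera gave an adjusted p = 0.0398 (adjusted p = 0.339 with an estimated correlation), and at 3 min 0.208.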

### 3.5 Spx Regulon and Bacillithiol

Another regulator protein assigned to the putative PerR regulon is SpxA, controlling the expression of the Spx regulon in *B. subtilis* [41], [42]. This gene exhibited an about 4-fold increased transcription rate in H_2_O_2_ stressed *B. pumilus* cells. 

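*spxA* (RBPU11620) had a log2 ratio to the pool of −0.32 ± 0.076 (SD, n = 3) in the controls, 2.10 ± 0.040 at 3 min and 1.87 ± 0.28 at 8 min. It was higher by 2.42 at 3 min and 2.19 at 8 min, or 5.35-fold and 4.56-fold (adjusted p = 8.77e-11 and 9.55e-11 from limma). The difference between the time points, −0.23, was not called.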

Some of the genes and proteins attributed to a putative Spx regulon in *B. pumilus* appeared to have rather moderately increased expression rates or were not induced after H_2_O_2_ treatment.

In our study we detected six genes of a putative Spx regulon to be induced following H_2_O_2_ treatment (Table 1). 

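Of the 15 measured genes of the Spx list, only *bpj36280* (RBPU36280, C56 family peptidase) was higher at 3 min, by 1.64. At 8 min 8 genes were higher and 4 lower. The thioredoxin reductase gene *trxB* (RBPU31980) moved most between the time points, from −0.008 to 2.12, and the nitro/flavinreductase gene *nfrA* (RBPU35200) and *yugJ* reached 1.33 and 1.11. Among the lower genes at 8 min were *mccB* (−1.29), *bpj24480* (−2.11) and *tpx*. *yuaE* was not called at either time (0.99 and 0.39). With spike-in centring *bpj36280* at 3 min (0.18) and *nfrA* (0.27) and *yugJ* (0.063) at 8 min were not called, and *trxB* was lower at 3 min (−1.36). The list's median was 0.40 at 3 min, but −0.11 with median centring and −0.99 with spike-in centring. At 8 min it was 1.11 (0.063 with spike-in centring, under which 2 genes were higher and 5 lower). In the camera test the list had an adjusted p = 0.158 at 3 min (adjusted p = 0.701 with an estimated correlation) and 0.147 at 8 min (adjusted p = 0.653 with an estimated correlation).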

The proteins encoded by three of them, nitro/flavinreductase NfrA, putative NADPH-dependent butanol dehydrogenase YugJ and thioredoxin-disulfide reductase TrxB, were induced in H_2_O_2_ treated cells, too. 

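The methionine sulfoxide reductase genes *msrA* (RBPU19830) and *msrB* (RBPU19820) lie side by side and had log2 fold changes of 0.63 and 0.75 at 3 min, below the threshold, and were higher at 8 min by 1.23 and 1.23. The thioredoxin gene *trxA* (RBPU25870) was not called at 3 min (0.62) and was higher by 1.80 at 8 min (3.48-fold, adjusted p = 3.61e-10 from limma). With spike-in centring the 8 min changes were 0.13, 0.16 and 0.74, and none was called.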

Upregulation of *msrAB* (methionine sulfoxide reductase operon) and *trxA* (thioredoxin) was detected at transcriptional level only. The proteins TrxA and TrxB are described to act in direct detoxification of hydrogen peroxide [43]–[45]. Cystathionine gamma-lyase MccB and DinB-like domain-containing protein YuaE showed an induction only at proteome level.

The Spx-regulated *srf* operon, mediating competence and metabolic functions in *B. subtilis*, is absent in the *B. pumilus* genome as shown before for *B. licheniformis* [42], [46], [47].

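*ypdA* (RBPU21140, annotated as a thioredoxin reductase gene) went from −0.27 at 3 min, where it was not called, to 1.34 at 8 min. *yqiW* (RBPU22220) had changes of 0.37 and 1.41, with only the latter called. For *yphP* (RBPU20020) the transcript was not called (−0.093 and 0.13). With spike-in centring all 3 were lower at 3 min (−1.64, −1.05 and −1.56) and none was called at 8 min (0.30, 0.35 and −0.94). The rise between the time points was 1.61 for *ypdA* and 1.04 for *yqiW* (adjusted p = 2.93e-10 and 2.54e-07 from limma).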

We noticed an increased transcription of *ypdA* and *yqiW* as well as an induction of the *yphP* gene product (Table 1). These genes co-occur with bacillithiol (Cys-GlcN-malate, BSH) synthesis genes [48]. However, only one gene encoding a protein involved in bacillithiol synthesis, *yojG* was transcribed at a slightly elevated level (Table S2). 

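The synthesis genes *bshA* (RBPU20630) and *bshB* (RBPU20640) were lower at 3 min (−1.46 and −1.49) and no longer differed from the controls by 2-fold at 8 min (−0.088 and −0.010), although with spike-in centring they were still lower (−1.16 and −1.08). *yojG* (RBPU19510) had a change of 0.22 at 3 min (−1.26 with spike-in centring) and was higher by 1.72 at 8 min, a 3.3-fold change (0.65 and not called with spike-in centring). Of the 8 measured genes of the bacillithiol list, 2 were lower at 3 min, 4 were higher at 8 min and 7 were higher at 8 min than at 3 min. The list's median was −0.18 at 3 min and 0.94 at 8 min, but −0.13 at 8 min with spike-in centring. From 3 to 8 min it rose by 1.46, with a camera adjusted p = 0.00437 (adjusted p = 0.235 with an estimated correlation). At 8 min against the controls the adjusted p = 0.0392 (adjusted p = 0.227 with an estimated correlation), and at 3 min 0.422.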

Bacillithiol is one of the major thiols in *B. subtilis* and known to be involved in resistance against organic peroxide stress and disulfide stress [7], [49], [50]. For further investigation, we analyzed the cytosolic metabolome of H_2_O_2_ treated *B. pumilus* cells concerning the concentration of thiol compounds. Our analysis revealed a bacillithiol level of 2.6 nmol per mg cell dry weight already under control conditions. Similar BSH concentrations have been detected in *B. subtilis* (0.6–2.2 nmol per mg) [7], [48], [51]. Ten minutes after H_2_O_2_ treatment, the cytosolic concentration of bacillithiol increased to 5 nmol per mg cell dry weight (Figure 5). The increase continued up to a concentration of about 6.2 nmol per mg cell dry weight 60 minutes after stress. Since only one bacillithiol synthesis gene (*yojG*, renamed *bshB2* in *B. subtilis*) was slightly upregulated, increase of bacillithiol concentration in the cells might be regulated allosterically, for example, by an oxidation of the BSH pool leading to a relief of feedback inhibition. [52], [53].

**Figure 5:**
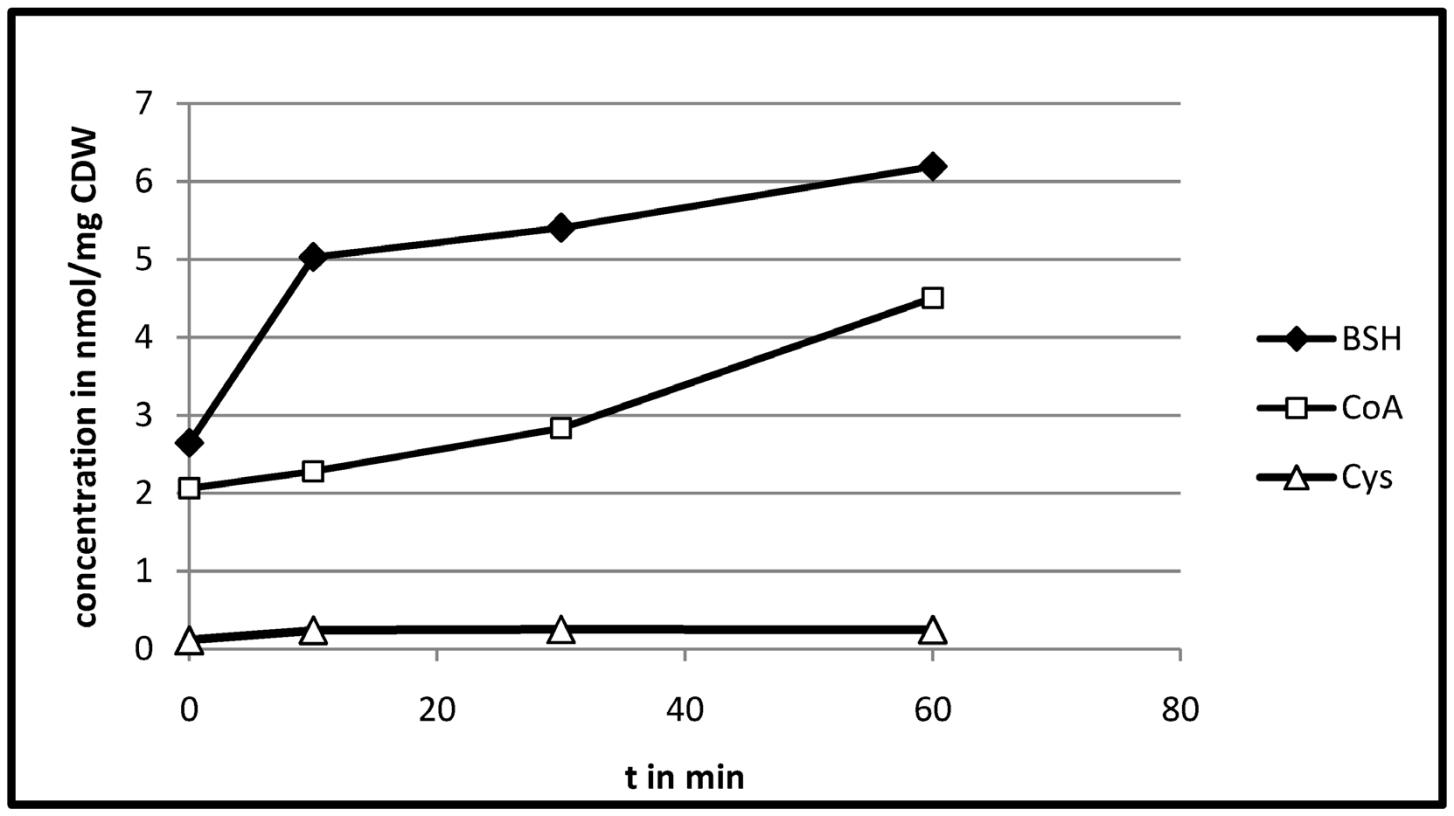
Concentration of thiol compounds in *B. pumilus* cells. Cytosolic concentration of bacillithiol (BSH), CoA and cysteine (Cys) per mg cell dry weight (CDW) during the exponential growth phase (OD_500 nm_ 0.6 at 0 min) and 10, 30 and 60 min after H_2_O_2_ treatment.

### 3.6 SOS Regulon

H_2_O_2_ treatment leads to the formation of OH^•^ by Fenton reaction, which exhibits a high DNA-damaging potential. Lowering the concentration of iron in the cells reduces this threat. As a result, *B. subtilis* and *B. licheniformis* cells subjected to oxidative stress caused by H_2_O_2_, induced the SOS regulon, regulated by the proteins RecA and LexA, responsible for repair of DNA [13], [20], [54], [55].

The proteomic analysis displayed the induction of two proteins, excinuclease subunit UvrB and the recombinase RecA, assigned to a putative SOS regulon in *B. pumilus* following H_2_O_2_ treatment (Table 1). The transcriptomic approach added further 13 upregulated genes belonging to this putative regulon; among them the excinuclease subunits encoding genes *uvrA* and *uvrC*. 

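At 8 min, 14 of the 25 measured genes of the LexA list were higher and the other 11 were not called. The excinuclease genes *uvrA* (RBPU32290), *uvrB* (RBPU32300) and *uvrC* (RBPU25860) rose by 2.96, 3.21 and 2.25, *recA* (RBPU16880) by 3.45 and *lexA* (RBPU17700) by 2.72. At 3 min the same 5 genes had changes of 0.48, −0.003, 0.26, 0.77 and 0.64, none of them called, but *uvrB* (−1.48) and *uvrC* (−1.22) were lower with spike-in centring. At that time *xkdA* alone was higher and 5 genes were lower, with *parE* (RBPU17960) at −1.89. From 3 to 8 min 20 of the 25 genes were higher, by a median of 2.17. The values at 3 min had a median of 0.10, a mean of −0.12 and an upward camera direction (adjusted p = 0.604, and adjusted p = 0.757 with an estimated correlation), and the median was −0.41 with median centring and −1.29 with spike-in centring. At 8 min the median was 1.63 (0.56 with spike-in centring) and camera gave an adjusted p = 1.4e-06 (adjusted p = 0.175 with an estimated correlation).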

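*yneB* (RBPU17720, recombinase) and *ynzC* (RBPU17730), which follow *yneA* on the array's annotation, were higher at 8 min by 4.58 and 3.66 on the log2 scale, or 24-fold and 12.6-fold. At 3 min they stood at 0.54 and −0.40 and were not called. Their rise from 3 to 8 min was 4.05 and 4.06 (adjusted p = 7.88e-14 and 1.61e-12 from limma). With spike-in centring *ynzC* was lower at 3 min (−1.88), and all 3 genes of the operon were higher at 8 min.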

The operon *yneABynzC*, induced by H_2_O_2_ and involved in suppression of cell division in *B. subtilis*, was also strongly induced in our study [13], [56]. This might be an explanation for the formation of atypically long cells as described above. 

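The ratio of *yneA* (RBPU17710, cell division regulator) to the pool was 0.23 ± 0.039 (SD, n = 3) in the controls, 1.07 ± 0.15 at 3 min and 5.40 ± 0.099 at 8 min. Its change of 0.84 at 3 min was not called, and at 8 min it was 5.17 (standard error 0.084, adjusted p = 8.14e-16 from limma), or 36.1-fold.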

Showing an about 44-fold increased transcription rate, *yneA* belongs to the strongest induced genes observed in our study. Furthermore, the putative DNA double-strand break repair cluster *yhaONM* exhibited a significantly higher transcription rate following H_2_O_2_ addition [57].

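*yhaO* (RBPU10160), *yhaN* (RBPU10170) and *yhaM* (RBPU10180) were higher at 8 min by 3.16, 3.10 and 1.63, and their changes at 3 min, 0.10, 0.16 and −0.56, were not called. With spike-in centring all 3 were lower at 3 min (−1.27, −1.29 and −1.99), and at 8 min *yhaO* (2.12) and *yhaN* (2.04) were higher while *yhaM* (0.56) was not called. The difference between 3 and 8 min was 3.06, 2.94 and 2.19.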

### 3.7 CtsR Regulon

The CtsR regulon, mediating repair and/or degradation of misfolded and damaged proteins, was induced by several oxidative stressors in *B. subtilis* and *B. licheniformis* [13], [20], [58]. In our study, we detected an upregulation of nine genes assigned to a putative CtsR regulon in *B. pumilus* indicating a significant impact of H_2_O_2_ on protein quality (Table 1). 

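All 9 genes of the CtsR list were higher at 8 min, with changes from 1.497 for *clpX* to 5.56 for *clpE* and a median of 3.23. At 3 min *clpE* alone was higher (1.37, and −0.026 with spike-in centring), and the list's median of 0.39 became −0.083 with median centring and −0.96 with spike-in centring. Each of the 9 was higher at 8 min than at 3 min, by a median of 2.97. With spike-in centring 8 were higher at 8 min. The camera test gave an adjusted p = 1.35e-05 at 8 min (adjusted p = 0.175 with an estimated correlation) and 0.0572 at 3 min.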

The operon *ctsR*-*mcsAB*-*clpC* was transcribed with significantly higher intensity after the addition of H_2_O_2_ as well as the genes *clpE*, *clpX* and *clpP*, encoding members of the proteolytic complex. 

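*ctsR* (RBPU00760), *mcsA* (RBPU00770), *mcsB* (RBPU00780) and *clpC* (RBPU00790) rose together at 8 min, by 3.48, 3.56, 3.49 and 3.23, from 0.37, 0.60, 0.39 and 0.49 at 3 min. Of these *ctsR* alone was lower at 3 min with spike-in centring (−1.004). The ratio of *clpE* (RBPU13450) to the pool was 0.18 ± 0.074 (SD, n = 3) in the controls, 1.55 ± 0.41 at 3 min and 5.74 ± 0.51 at 8 min, a 47.1-fold change (adjusted p = 5.09e-12 from limma). *clpP* (RBPU31850) was higher at 8 min by 2.39 and *clpX* (RBPU25460) by 1.497, or 5.25-fold and 2.82-fold. With spike-in centring *clpX* was lower at 3 min (−1.52) and not called at 8 min (0.40).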

Only ClpP was observed to be induced at the protein level. Furthermore, the DNA repair protein encoding gene *radA* and the DNA integrity scanning protein encoding gene *disA* showed higher transcription rates compared to control conditions.

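*radA* (RBPU00800) and *disA* (RBPU00810) follow *clpC* on the array's annotation. They were higher at 8 min by 3.19 and 2.60 (standard errors 0.085 and 0.082), and had changes of 0.081 and −0.29 at 3 min, neither called. With spike-in centring both were lower at 3 min (−1.40 and −1.73) and higher at 8 min (2.11 and 1.53).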

### 3.8 SigB Regulon

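The array read 52 genes of the SigB list, of which 25 were higher at 3 min and 47 at 8 min. The other 5, with *gtaB* (−0.17) and *yflA* (−0.89) the lowest, were not called at 8 min. Changes at 8 min reached 6.20, with a median of 2.69. Between 3 and 8 min 35 genes rose further and *yflA* (RBPU07990, a symporter gene) was lower (−1.15). *mcsB* and *yfkM* stand in this list and in those of CtsR and Fur. The median of 0.92 at 3 min turned to −0.48 with spike-in centring, under which 11 genes were higher and 10 lower, and at 8 min it was 1.62. Of all lists this one had the smallest camera p at both times, with an adjusted p = 2.34e-13 at 3 min (adjusted p = 0.321 with an estimated correlation) and 6.27e-16 at 8 min (adjusted p = 0.175 with an estimated correlation).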

Besides the induction of the above described putative regulons more or less directly associated to oxidative stress, H_2_O_2_ treated cells exhibited an upregulation of 47 genes known to be under control of the general stress sigma factor SigB in *B. subtilis* (Table 1) [59], [60]. 

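Within the operon, *rsbV* (RBPU04610), *rsbW* (RBPU04620), *sigB* (RBPU04630) and *rsbX* (RBPU04640) changed apart from *rsbR* (RBPU04570), *rsbS*, *rsbT* and *rsbU* (RBPU04600). The former were higher at 3 min by 2.58, 2.65, 2.60 and 2.80. The latter had changes of 0.13, 0.23, 0.20 and 0.20, not called, and were lower with spike-in centring (−1.28, −1.19, −1.18 and −1.25). At 8 min all 8 were higher, by 2.44 to 2.69 from *rsbR* to *rsbU* and by 4.38 to 4.62 from *rsbV* to *rsbX*. *sigB* itself rose 6.08-fold at 3 min and 24.6-fold at 8 min (adjusted p = 8.06e-13 and 3.58e-16 from limma).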

A part of a putative SigB-regulon in *B. pumilus* detected to be upregulated in our study was the *sigB* gene itself with its signal cascade genes *rsbRSTUVW* and *rsbX* indicating an activation of the putative regulon via the general stress response cascade known from *B. subtilis* [61].

Another of these putative SigB-dependent genes, encoding the putative universal stress protein NhaX, showed the highest induction rate detected in this study (more than 60-fold). 

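The log2 ratio of *nhaX* (RBPU09990) to the pool was 0.028 ± 0.19 (SD, n = 3) in the controls, 4.51 ± 0.11 at 3 min and 6.23 ± 0.32 at 8 min. The change was 4.48 at 3 min (adjusted p = 2.48e-12 from limma) and 6.20 at 8 min (adjusted p = 1.31e-14 from limma), or 22.4-fold and 73.7-fold. At 8 min this was the largest increase among the annotated ORFs and at 3 min the second, after *yhjN* (46.9-fold).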

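*mgsR* (RBPU22900, ArsC family regulator) was higher by 2.62 at 3 min and 4.57 at 8 min, or 6.13-fold and 23.8-fold. For *ydaG* (RBPU04080) the changes were 2.10 and 4.03, or 4.28-fold and 16.3-fold. Both rose between the time points, by 1.96 and 1.93 (adjusted p = 9.03e-11 and 2.4e-10 from limma). The 3 min change of *ydaG* was 0.71 and not called with spike-in centring.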

Further strongly upregulated genes are the regulator protein encoding gene *mgsR* and *ydaG* (general stress protein), both also detected to be induced in H_2_O_2_ stressed *B. licheniformis* cells [20]. The upregulated genes *mgsR* and *ydaG* encode proteins with still unknown functions. Six of the upregulated putative SigB-dependent genes could be also detected to be induced in the proteomic approach. The putative general stress protein YtxH is among the strongest induced proteins (about 14-fold). The putative iron storage/DNA protecting protein Dps, providing peroxide resistance in *B. anthracis*, was induced in H_2_O_2_ treated *B. pumilus* cells, too [62].

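The transcript of *dps* (RBPU27900, annotated as DpsA) had a ratio to the pool of 0.12 ± 0.073 (SD, n = 3) in the controls, 1.55 ± 0.066 at 3 min and 2.81 ± 0.15 at 8 min. It was higher by 1.43 at 3 min (−0.045 with spike-in centring) and by 2.69 at 8 min (1.62 with spike-in centring), or 2.69-fold and 6.46-fold (adjusted p = 1.12e-09 and 5.09e-13 from limma).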

### 3.9 CymR Regulon

The results of our study showed an upregulation of several proteins belonging to a putative CymR regulon. In *B. subtilis*, it is described to be involved in regulation of the sulfur metabolism [63]. An induction of genes belonging to this regulon has been shown in cells afflicted with oxidative stress caused by paraquat, but not stress caused by H_2_O_2_ [13]. Our proteome study showed a strong induction of three putatively CymR-regulated proteins. The adenylyl-sulfate kinase (CysC) was with an induction of about 24-fold the strongest induced protein. An upregulation of the sulfate adenylyltransferase (Sat) catalyzing sulfate assimilation to 3′-phospho-adenylylsulfate was also detected (Table 1). Further proteins involved in cysteine biosynthesis were not significantly upregulated. The third upregulated protein is the uroporphyrin-3 C-methyltransferase (CysG). This enzyme catalyzes a reaction in a branch in the heme pathway producing precorrin2. An induction of the enzymes that continue the pathway from precorrin2 to siroheme could not be detected.

### 3.10 Other *B. pumilus* Upregulated Genes/proteins

The OhrR-regulated peroxiredoxin-encoding gene *ohrA* is reported to be involved in organic peroxide resistance in *B. subtilis* [64]. Following H_2_O_2_ treatment, there was no induction of this gene observed in *B. subtilis* and *B. licheniformis* [13], [20]. In our study, we observed a strongly induced expression of this gene at transcriptional and translational level indicating an involvement of this peroxiredoxin in the H_2_O_2_ resistance of *B. pumilus* (Table 1). 

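*ohrA* (RBPU12970) had a log2 ratio to the pool of 0.035 ± 0.088 (SD, n = 3) in the controls, 3.40 ± 0.14 at 3 min and 3.12 ± 0.026 at 8 min. It was 10.3-fold higher at 3 min and 8.46-fold higher at 8 min (adjusted p = 4.78e-13 and 1.02e-13 from limma), and the difference of −0.28 between the time points was not called. Spike-in centring left the increases at 1.94 and 2.08.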

Transcription of the other organic peroxide resistance peroxiredoxin (*ohrB*) as well as their regulator gene *ohrR* was also slightly induced in hydrogen peroxide treated *B. pumilus* cells.

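*ohrB* (RBPU12990) was higher by 1.43 at 3 min and 2.68 at 8 min, or 2.69-fold and 6.42-fold. *ohrR* (RBPU12980), which lies between *ohrA* and *ohrB*, had a change of 0.019 at 3 min (−1.33 and called lower with spike-in centring) and was higher by 1.34 at 8 min, or 2.53-fold. With spike-in centring *ohrB* at 3 min (0.058) and *ohrR* at 8 min (0.35) were not called. Of the 3 genes of the list 2 were higher at 3 min and all 3 at 8 min. Their median was 1.43 and 2.68, and 0.058 and 1.66 with spike-in centring. By camera the list had an adjusted p = 0.0226 at 8 min (adjusted p = 0.222 with an estimated correlation) and 0.059 at 3 min.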

H_2_O_2_ treatment induced some additional regulator genes. One of them is *fadR*, encoding a regulator protein mediating fatty acid degradation in *B. subtilis* [65]. 

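*fadR* (RBPU25920) had a change of −0.23 at 3 min, not called, and was higher by 2.61 at 8 min (6.12-fold, adjusted p = 6.58e-13 from limma). Spike-in centring made it lower at 3 min (−1.73) and left it higher at 8 min (1.54).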

Two genes putatively controlled by FadR, *etfAB* - encoding the electron transfer flavoprotein alpha and beta subunit, were also induced (Table S2). 

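*etfB* (RBPU25900) and *etfA* (RBPU25890) lie near *fadR* on the array's annotation and were higher at 8 min by 2.75 and 2.34, from 0.035 and 0.13 at 3 min (−1.44 and −1.35 with spike-in centring). At 8 min all 14 measured genes of fatty acid degradation were higher, from *acdA* (1.81) to *fadH* (RBPU13890, 4.10), with a median of 2.70 (1.63 with spike-in centring, and 12 higher). At 3 min none of the 14 was called by limma or by the Cyber-T test, 7 were higher and 2 lower at an unadjusted p under 0.05, and the median was 0.32 (−0.013 with median centring and −0.89 with spike-in centring). All 14 were higher at 8 min than at 3 min. Camera gave an adjusted p = 1.4e-06 at 8 min (adjusted p = 0.222 with an estimated correlation) and 0.059 at 3 min.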

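*abrB1* (RBPU00260) was higher by 1.13 at 3 min and by 1.25 at 8 min, or 2.19-fold and 2.39-fold (adjusted p = 1.05e-07 and 2.01e-08 from limma). With spike-in centring its changes were −0.34 and 0.20, and neither was called.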

Another regulator, AbrB1, controlling the expression of genes induced by transition from exponential to stationary growth in *B. subtilis* [66], was induced at transcriptional and translational level. Similar results, but with significantly higher induction rates in the proteomic approach, were observed for the AbrB1-regulated peroxiredoxin YkuU and thiol-disulfide oxidoreductase YkuV. Furthermore, several putative regulator genes with still unknown targets were observed to be upregulated. 

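The transcripts of *ykuU* (RBPU14050) and *ykuV* (RBPU14060) were higher at 3 min by 1.29 and 1.25 and at 8 min by 1.496 and 1.51, with 2.82-fold and 2.86-fold at 8 min. Neither differed by 2-fold between the time points. With spike-in centring neither was called at 3 min (0.17 and −0.026) or at 8 min (0.31 and 0.44).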

*Bpj13620*, *bpj17020* and *ydcI* showed the highest changes in their expression rates. 

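*bpj13620* (RBPU13620, transcriptional regulator) was higher by 1.26 at 3 min and 3.22 at 8 min. *bpj17020* (RBPU17020) carries the name of the transcription factor CarD and rose by 2.74 and 2.90. *ydcI* (RBPU04650) encodes an RNA binding accessory protein and rose by 1.18 and 2.42. Their fold changes at 8 min were 9.31, 7.46 and 5.34. At 3 min *bpj13620* and *ydcI* stood at −0.21 and −0.20 with spike-in centring, and *bpj17020* was still called higher at 1.53.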

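*yhcY* (RBPU09710) and *yhcZ* (RBPU09720) were higher at 3 min by 1.38 and 1.87, or 2.6-fold and 3.67-fold (adjusted p = 1.19e-08 and 2.28e-11 from limma). At 8 min they were no longer called (0.20 and 0.37), and both were lower at 8 min than at 3 min, with differences of −1.18 and −1.51. With spike-in centring their changes at 3 min were −0.099 and 0.40, and neither was called.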

Genes encoding a sensor kinase and a response regulator forming the two-component system YhcYZ were significantly induced directly after H_2_O_2_ treatment. Its function is also unknown.

Several genes and proteins involved in transport processes were detected to be upregulated following H_2_O_2_ stress (Table 1, S2). H_2_O_2_ treatment caused an upregulation of the sodium uptake system *natAB* and the *mrpABCDEFG* cluster. This operon encodes a sodium excretion system that is considered to be the major sodium excretion system in bacteria and acts in pH homeostasis and multiple resistances in *B. subtilis* [67], [68].

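The genes from *mrpA* (RBPU29360) to *mrpG* (RBPU29420) were all higher at 8 min, by 1.46 for *mrpG* to 2.17 for *mrpC*. *natA* (RBPU02760) and *natB* rose by 3.28 and 2.36 at 8 min and the antiporter gene *nhaK* (RBPU30990) by 3.19. At 3 min *natA* (1.06), *mrpG* (1.02) and *nhaK* (1.42) were higher, and these stood at −0.20, −0.32 and −0.068 with spike-in centring. At that time *mrpA* (−0.040), *mrpB* (0.41) and *mrpC* (0.35) were not called, and with spike-in centring they were lower (−1.54, −1.02 and −1.05). At 8 min *mrpE*, *mrpF* and *mrpG* (0.69, 0.65 and 0.47) were not called with that centring. Over the 10 genes of sodium transport the median was 2.16 at 8 min (1.09 with spike-in centring, and 7 higher) and 0.78 at 3 min (−0.58 with spike-in centring). Camera gave an adjusted p = 0.000723 at 3 min (adjusted p = 0.254 with an estimated correlation) and 9.79e-06 at 8 min (adjusted p = 0.175 with an estimated correlation).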

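*opuAA* (RBPU02950), *opuAB* and *opuAC* were higher at 3 min by 1.76, 1.35 and 1.27 and at 8 min by 3.61, 3.48 and 3.34. With spike-in centring none of them was called at 3 min (0.30, −0.051 and −0.20). *opuCA* (RBPU31330), *opuCB*, *opuCC* and *opuCD* (RBPU31300) were not called at 3 min (0.087, −0.041, 0.19 and 0.63), and *opuCA* (−1.40), *opuCB* (−1.49) and *opuCC* (−1.17) were then lower with spike-in centring. At 8 min they were higher by 1.47, 1.48, 1.38 and 1.499, but with spike-in centring none was called (0.39, 0.41, 0.36 and 0.47). The proline symporter gene *opuE* (RBPU07100) was lower at both times (−1.02 and −1.004). Of the 9 genes of the list, 3 were higher and 1 lower at 3 min, and 7 higher and 1 lower at 8 min. The median of 0.19 at 3 min was −0.29 with median centring and −1.17 with spike-in centring, and at 8 min it was 1.48 (0.41 with spike-in centring). Camera gave an adjusted p = 0.0103 at 8 min (adjusted p = 0.212 with an estimated correlation) and 0.11 at 3 min.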

Strikingly, transcription of the glycine betaine uptake system consisting of *opuAA*-*AB*-*AC* and *opuCA*-*CB*-*CC*-*CD* was observed to be significantly induced after treatment, indicating that H_2_O_2_ impacts osmotic homeostasis in *B. pumilus* cells [69]. Furthermore, it is worth to mention that H_2_O_2_ induced expression of a putative TRAP regulon in *B. pumilus* cells. An upregulation of the tryptophan-synthesis operon *trpABFCDE* as well as histidinol-phosphate aminotransferase HisC was observed in our analysis. However, neither addition of tryptophan nor addition of glycine betaine before peroxide treatment brought forth better growth or survival of stressed *B. pumilus* cells (data not shown).

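At 8 min *trpE* (RBPU20850), *trpD*, *trpC*, *trpF* and *trpB* were higher, by 1.38, 1.51, 1.45, 1.43 and 1.01. *trpA* (RBPU20800, 0.41) and *hisC* (RBPU20790, 0.22) stayed below 2-fold and were not called. The lowest value in the list was that of *aroH* (RBPU20860, −0.38), which was not called either, but was called lower at both times with spike-in centring (−1.41 and −1.46). Of the 5 higher genes none was called at 8 min with that centring, from −0.092 for *trpB* to 0.42 for *trpD*. At 3 min none of the 8 genes of tryptophan synthesis was called by limma or by the Cyber-T test, 5 were higher and 0 lower at an unadjusted p under 0.05, and the median of 0.37 was −0.14 with median centring and −1.02 with spike-in centring, under which also *trpE* (−1.04), *trpA* (−1.36) and *hisC* (−1.32) were lower. The median at 8 min was 1.19 (0.088 with spike-in centring), and camera gave an adjusted p = 0.0183 (adjusted p = 0.236 with an estimated correlation) and 0.059 at 3 min.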

### 3.11 Downregulated Genes/proteins

As shown for many other organisms, the adaptation mechanism of *B. pumilus* cells to oxidative stress includes also a downregulation of vegetative cellular functions. Most of the down-regulated genes encode proteins involved in main metabolic pathways. 

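The lists of main metabolism differed in direction. All 19 genes of methionine synthesis were lower at 8 min and 12 of them at 3 min, with medians of −2.87 and −1.20, down to *mtnK* (RBPU13340) in the salvage of methylthioribose. All 6 genes of proline synthesis (median −2.02), from *proI* (−2.22) to *proA2* (−1.71), and 5 of 6 genes of NAD synthesis (−1.82) were lower at 8 min, *nadB* most (−3.20), whereas *nadE* was higher (1.32, but 0.25 and not called with spike-in centring). At 3 min 4 and 3 genes of these lists were lower. In purine salvage and uptake 5 of 7 genes were lower at 3 min and 4 at 8 min (medians −1.28 and −1.66), and *xpt* (RBPU20270) was lower at both times (−2.56 and −4.21). Of 14 genes of fatty acid synthesis 8 were lower at 8 min and *fabG3* (1.99) was higher, and at 3 min *fabF* (1.41) and 2 other genes were higher and *accB* (−1.38) lower. In the TCA cycle *citB* (RBPU17850, aconitate hydratase) was higher at 3 min (2.04) and 8 min (2.77), 4 of 12 genes were lower at 8 min, *sucC* most (−1.59), and the medians were −0.21 and −0.68. In glycolysis 3 of 16 genes were higher and 2 lower at 8 min, with *gapA* at 1.59 and *ptsG* at −1.59. With spike-in centring *citB* (0.97) and *fabF* (0.26) at 3 min and *fabG3* (0.91) and *gapA* (0.47) at 8 min were not called.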

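At 3 min, *gapA* was higher by 1.05 (−0.026 with spike-in centring) and *pfkA* lower (−1.71) in glycolysis, whose list had a median of −0.15, a mean of −0.074 and an upward camera direction (adjusted p = 0.868, and adjusted p = 0.977 with an estimated correlation). The glycolysis median at 8 min, 0.45, became −0.69 with spike-in centring. The medians of the other 6 lists were negative at both times, with −0.27 and −1.24 for fatty acid synthesis. They stayed so under spike-in centring, which lowers nearly all changes and so could hardly turn them. *mtnD* (0.004 at 3 min) was lower with spike-in centring (−1.13). Camera adjusted p at 8 min was 4.18e-08 for methionine synthesis (adjusted p = 0.175 with an estimated correlation), 0.00151 for proline synthesis (adjusted p = 0.195 with an estimated correlation), 0.0282 for NAD synthesis (adjusted p = 0.227 with an estimated correlation) and 0.0294 for purine salvage (adjusted p = 0.212 with an estimated correlation). It was 0.0423 for fatty acid synthesis (adjusted p = 0.391 with an estimated correlation), 0.0916 for the TCA cycle and 0.335 for glycolysis. At 3 min it was 0.000795 for methionine synthesis (adjusted p = 0.449 with an estimated correlation), 0.00546 for proline synthesis (adjusted p = 0.321 with an estimated correlation), 0.00546 for purine salvage (adjusted p = 0.254 with an estimated correlation), 0.0905 for NAD synthesis, 0.865 for fatty acid synthesis and 0.868 for the TCA cycle. 

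**Figure D3:**
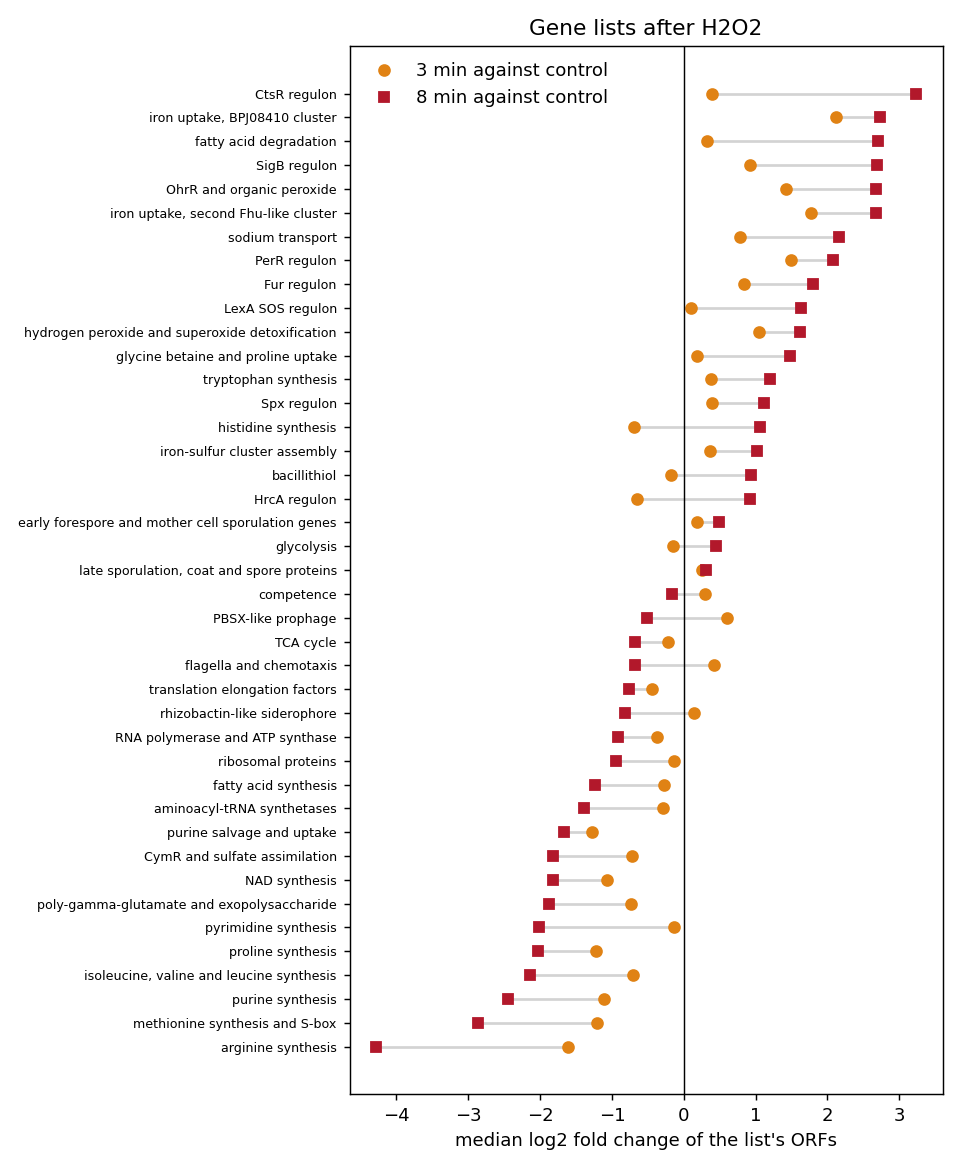
Median log2 fold change (x axis) of each of the 41 gene lists (y axis) against the controls, at 3 min (circles) and 8 min (squares) after H2O2 addition. Medians ran from −4.28 for arginine synthesis to 3.23 for the CtsR list at 8 min; with spike-in centring the sign changed for 17 lists at 3 min (Fur, Spx, LexA, CtsR, SigB, detoxification, tryptophan, fatty acid degradation, flagella, both sporulation lists, competence, prophage, rhizobactin, iron-sulfur, glycine betaine and sodium) and 7 at 8 min (HrcA, bacillithiol, histidine, glycolysis, both sporulation lists and iron-sulfur), and with median centring for 9 at 3 min (Spx, LexA, CtsR, tryptophan, fatty acid degradation, early sporulation, competence, rhizobactin and glycine betaine).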

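All 15 measured genes of purine synthesis were lower at 8 min and 8 of them at 3 min. The values at 3 min ran along the neighbouring genes from *purE* (RBPU06650) to *purD* (RBPU06760), from −2.82 to 0.87, and at 8 min these stood at −4.22 and −1.25. Of 11 genes of pyrimidine synthesis, 3 were lower at 3 min, *pyrR* (RBPU15340) most (−2.38), while *pyrE* was higher (1.04, and −0.34 with spike-in centring). At 8 min 9 were lower, *pyrB* most (−3.81). *pyrE* (−0.82) and *pyrG* (−0.32) stayed below 2-fold and were not called, though both were lower with spike-in centring (−1.92 and −1.33). Of 10 genes of arginine synthesis, 6 were lower at 3 min, *argC* (RBPU11270) most, and all 10 at 8 min, down to *argG* (RBPU26560). *argF* went from 0.24, where it was lower with spike-in centring (−1.10), to −1.89. The medians of the purine, pyrimidine and arginine lists were −1.10, −0.14 and −1.61 at 3 min and −2.44, −2.02 and −4.28 at 8 min. None changed sign with spike-in or median centring, but both lower most changes, so this adds no support. Camera adjusted p at 8 min was 6.48e-07 (adjusted p = 0.175 with an estimated correlation), 7.12e-05 (adjusted p = 0.227 with an estimated correlation) and 1.25e-05 (adjusted p = 0.18 with an estimated correlation). At 3 min it was 0.0282 (adjusted p = 0.449 with an estimated correlation), 0.939 and 0.0254 (adjusted p = 0.449 with an estimated correlation).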

As shown for *B. subtilis* and *B. licheniformis*, expression of the purine and pyrimidine synthesis genes was downregulated as well as genes involved in synthesis of arginine (Table S3) [13], [20]. Contrary to *B. subtilis* and *B. licheniformis*, a repression of histidine synthesis genes was not observed. Instead, isoleucine and leucine synthesis genes were expressed in lower amounts following H_2_O_2_ treatment. This repression might due to the iron sparing response described by Gaballa et al. [70]. 

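Of the 9 measured genes of histidine synthesis, 4 were lower at 3 min, with *hisZ* (RBPU32080) the lowest at −1.54. At 8 min the same 4 genes, which are neighbours, and 1 more were higher, and *hisZ* was then the highest at 1.74 (0.67 with spike-in centring). From 3 to 8 min *hisZ* rose by 3.28 (adjusted p = 9.77e-13 from limma). At the far end of the operon *hisI* (RBPU32010) went from 0.015 to 0.81, and was lower at 3 min with spike-in centring (−1.41). *hisK*, which lies elsewhere, was not called (−0.70 and −0.41). The median was −0.70 at 3 min and 1.06 at 8 min, but −0.067 at 8 min with spike-in centring, under which none of the 5 kept its call and *hisK* was lower (−1.46). From 3 to 8 min 6 genes were higher, with a median difference of 1.69 (2.03 with spike-in centring). For the list camera gave an adjusted p = 0.00775 at 8 min (adjusted p = 0.227 with an estimated correlation) and 0.0588 at 3 min.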

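All 11 measured genes of isoleucine, valine and leucine synthesis were lower at 8 min, from *ilvD* (RBPU20030, −1.12) to *leuB* (RBPU25510, −3.13). At 3 min 4 of them were lower already, among them *ilvA* (−1.69) and *ilvD* (−1.48), while *leuD* (RBPU25490) had the largest value (0.47). Between 3 and 8 min 8 of the 11 were lower. The median was −0.70 at 3 min and −2.14 at 8 min. It was negative with median and spike-in centring too, which lower most changes and so could hardly turn it. For these genes camera gave an adjusted p = 4.42e-05 at 8 min (adjusted p = 0.175 with an estimated correlation) and 0.0572 at 3 min.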

Repression of enzymes involved in branched chain amino acid synthesis has been found during iron starvation in *B. subtilis* [37]. Furthermore, we observed a reduced expression of most of the aminoacyl-tRNA-synthetases, with the exception of tryptophanyl-tRNA-synthetase *trpS*, which matched the upregulation of the tryptophan operon.

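Of the 23 measured aminoacyl-tRNA synthetase genes, 14 were lower at 8 min and 5 at 3 min. *hisS* (RBPU24810) was the lowest at both times (−2.19 and −3.08). *thrZ* (RBPU08260) was not called at 3 min (0.26, and lower at −1.23 with spike-in centring) and stood at −1.59 at 8 min. *trpS* (RBPU11530) stood at 0.25 at 3 min and had the largest value at 8 min, 0.98 (1.97-fold, standard error 0.10, adjusted p = 3.33e-07 from limma), below the 2-fold threshold, and was lower at 3 min with spike-in centring (−1.14). Another 8 genes were not called at 8 min. The list's median was −0.28 at 3 min and −1.39 at 8 min. Median and spike-in centring left it negative, but both lower most changes, so this adds no support. Camera gave an adjusted p = 0.000251 at 8 min (adjusted p = 0.19 with an estimated correlation) and 0.0403 at 3 min (adjusted p = 0.449 with an estimated correlation).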

Strikingly, a stringent response, i.e. a downregulation of ribosomal proteins or elongation factors like *fusA*, *tsf* or *tufA*, as described for other organisms (*B. subtilis*, *B. licheniformis*, *E. coli*) could not be detected in *B. pumilus* [13], [20], [71].

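*fusA* (RBPU01040) had a change of −0.68 at 3 min and was lower at −1.34 at 8 min (standard error 0.087, adjusted p = 1.93e-09 from limma). *tsf* (RBPU16380) stood at −0.44 and −0.65 and *tufA* (RBPU01050) at 0.071 and −0.77, neither called, but both were called lower at 8 min with median and spike-in centring, and *fusA* (−1.76), *tsf* (−1.73) and *tufA* (−1.04) were lower at 3 min with spike-in centring. Of the 58 ribosomal protein genes on the array, 5 were lower and 1 higher at 3 min, and 28 lower and 1 higher at 8 min. At 8 min 3 of the 28 were at least 3-fold lower, and *rpmJ* (RBPU01320, −1.82) was the lowest. The gene that rose was *rplY*, also counted in the SigB list. Of 5 elongation factor genes, *lepA* was lower at 3 min (−2.11) and *fusA* at 8 min, and the medians were −0.44 and −0.77. The ribosomal medians were −0.13 at 3 min and −0.94 at 8 min. With spike-in centring *efp* (0.12 at 3 min) was lower at both times (−1.33 and −1.09). Neither list's median changed sign, but that centring lowers nearly all changes and could hardly turn negative medians. Camera gave the ribosomal genes an adjusted p = 0.00121 at 8 min (adjusted p = 0.391 with an estimated correlation) and 0.868 at 3 min, and the elongation factors 0.0913 and 0.422.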

## Conclusion

The combination of proteomics and transcriptomics revealed a specific adaptation of *B. pumilus* cells caused by the oxidative stress trigger H_2_O_2_. Although many of the induced genes and proteins could be assigned to well-known oxidative stress regulons like PerR, CtsR and Fur, there are particular mechanisms detectable which seem to be involved in the remarkable oxidative stress resistance of *B. pumilus*. The concentration of H_2_O_2_ that was used to trigger the stress in our study was about 40-fold higher than those used for comparable analysis of *B. subtilis* or *B. licheniformis*. Our study could enlighten several points at which the peroxide stress response of *B. pumilus* cells is different from its Gram-positive relatives. It is suggested that the catalase KatA is replaced by the catalase KatX2. Furthermore, our study revealed an induction of genes that are highly correlated to bacillithiol synthesis indicating an involvement of bacillithiol in the peroxide stress response of *B. pumilus*. Metabolome analysis demonstrated a basal level of this protective metabolite but also an increase of the cytosolic bacillithiol concentration during peroxide stress. Furthermore, a considerable set of H_2_O_2_ induced unique proteins with so far unknown function could be identified in this study. These proteins are worth to address in follow up studies to elucidate their specific role in the oxidative stress adaptation of this organism. Finally, since *B. pumilus* is an organism of industrial interest, understanding its oxidative stress response and defining marker genes for the analysis of fermentation processes is important to prevent possible negative influences on the process and the product quality.

## Supporting Information

Table S1 **Determination of minimal inhibition concentration of hydrogen peroxide.**
(XLSX)

Table S2 **Genes and proteins that are upregulated after addition of hydrogen peroxide.**
(XLSX)

Table S3 **Genes and proteins that are downregulated after addition of hydrogen peroxide.**
(XLSX)

Table S4 **Individual signal on the array for five probes for selected genes.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

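All 9 arrays were used: 3 controls taken before H2O2 was added, 3 taken at 3 min and 3 at 8 min, from cultures that the paper describes as biological triplicates. The proteome and metabolite measurements of the paper were not analysed here. The deposited intensities were made by the authors with Agilent Feature Extraction 10.5.1.1 at its default settings, a version given in the submitters' notes, and are the median pixel brightness of each spot before background subtraction or normalization. The deposited log10 ratios of the series table were made by the authors with the same program from its processed signals, and they equal the LogRatio values of the scanner files (largest difference 0.0). The Lowess method behind those processed signals is given in the file headers only as a code, and its details are not given in the sources used here. Some numbers in the scanner files are written as dates or with displaced decimal marks, and they were decoded before use and checked against the other columns.

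Of the 42794 spots, 41377 probes stand for sequences of the genome: 16447 for the 3634 annotated ORFs, 1440 for 633 predicted ORFs, and the others for the regions between annotated ORFs on either strand. All 1115 gene identifiers of the study's tables were found on the array. Spots that the authors' software had marked as outliers, between 100 and 683 per array, were left out, and none was saturated. Background was removed with the normexp method of limma (offset 50), dyes were balanced by loess over each array (span 0.3), and the ORF value was the median of its probes. No scaling between arrays followed. The 3 comparisons (3 min and 8 min against the controls, and 8 min against 3 min) came from one limma fit over the 9 arrays with moderated variances (13.8 total degrees of freedom), with Benjamini-Hochberg adjusted p-values over the annotated ORFs. A call needed an adjusted p of at most 0.05 and a change of at least 2-fold. Whether the 3 arrays of one group lay apart from the 3 of the other was counted beside each call. Of unchanged ORFs 10% do so by chance, but the thresholds of a call nearly ensure it. Predicted ORFs and the regions between ORFs were tested apart, in the same way.

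The main settings, the 41 gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, when the paper's tables with their fold changes had already been seen. Named are the genes that the paper's results text names or its Table 1 lists, the 10 annotated ORFs with the largest increase and decrease at 3 and at 8 min, and the largest and smallest member of each list. Genes outside this rule are marked where they appear. Each list was tested against the other ORFs with camera of limma, at a preset correlation of 0.01 and with an estimated correlation, and against no change with the rotation test fry, all adjusted over the 41 lists. With fry 15 lists were higher and 17 lower at 3 min, 20 and 19 at 8 min, and 19 and 19 between the time points. List counts were also made with p-values adjusted over the list alone. A regularized test after Cyber-T (window 101, confidence 10, 22 degrees of freedom) on the 6 arrays of a comparison was run as the method nearest to that of the paper.

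The alternatives were no background correction, Agilent's processed signals, mean signals, median centring, quantile scaling between arrays, the authors' series values, the mean of the probes, a filter on dim ORFs, the Cyber-T test, a fit to the 6 arrays alone, eBayes with a trend and robust settings, the 2-fold threshold alone, blocks for the replicate number and for the slide, fits within a slide, and leaving out each array. Spike-in centring was added after the arrays had been seen, because Cy5 signals fell against the spike-in spots. The analysis was tested on simulated data with 3634 ORFs, in which changes of 1.5 and 2 on the log2 scale were planted in either direction. At 3 min it called 97% and 100% of the increases and 90% and 95% of the decreases rightly, at 8 min 98%, 100%, 90% and 95%, and it called none of the 3234 unchanged ORFs. The median estimates at 3 min were 1.409 and 1.882 for the increases and −1.369 and −1.85 for the decreases, so that changes came out somewhat too small. The planted changes were balanced between the directions, and no slide effect or overall fall was simulated. These shares therefore do not show how the calls fare where the scaling of the arrays is in doubt. R 4.3.3 with limma 3.58.1 and statmod 1.5.0 was used for the tests, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for reading the files and drawing.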

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

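Of the tests printed here, those on the slide and on less labelled cDNA for the spike-in spots, on scaling and on the slide as the whole cause of either change for the ORFs that turned, and both on the signal between ORFs were chosen only after the result was seen.

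The median annotated ORF had a log2 ratio that fell at 3 min (−1.351) and 8 min (−0.98) when each array was referred to its spike-in control spots, which the paper does not use. The slide is excluded as the source of the fall at 3 min, since within single slides that fall was at least −1.035. For the fall at 8 min the slide cannot be excluded. Only slide 2 held both groups, with 1 control and 1 array at 8 min, and the change within it was −1.035. Background handling is excluded too, as the ORFs brightest in the pool fell by −1.564. So is a few annotated ORFs taking most of the labelled cDNA, as the summed Cy5 signal of the annotated ORFs fell by −1.344. Probes outside the annotated ORFs were not in this sum, so a larger share of other RNA is not excluded. Less labelled cDNA of the stressed cells on the array and less mRNA per cell cannot be told apart, as either could give the fall of −1.351. A measurement of the mRNA per cell would decide it.

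Between the stressed groups, 11 annotated ORFs were lower at 3 min and higher at 8 min than in the controls: *tilS*, *ydiL*, *cueR*, *ykuE*, *ylxY*, *polY2*, *hrcA* and the histidine genes *hisB*, *hisD*, *hisG* and *hisZ*, named because both calls were seen. Without background correction all 11 kept both calls, and with processed signals 9 of the 11 did, so most of these calls did not hinge on the background handling. Both settings read the same spots, and processed signals have a floor near background. A dim Cy5 signal at 3 min itself is therefore not excluded. The slide as the whole cause of the fall at 3 min is excluded, since each of the 11 fell by at least 0.845 within slide 1 and within slide 2, with SDs of up to 0.23 in a group. For the rise at 8 min the slide cannot be told apart from a change in the cells: within slide 2 the rise was at least 0.809 and 8 of the 11 passed 2-fold both ways, but it held 1 control and 1 array at 8 min. Nor can scaling, as 0 of the 11 kept both calls with spike-in centring, where their median at 8 min went from 1.317 (SD 0.278) to 0.231 (SD 0.297), about the median shift of all ORFs (−1.058), while all 11 stayed higher at 8 than at 3 min.

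Signal between annotated ORFs, which the paper does not report, was higher at 3 min in 67 regions and at 8 min in 161, and on the reverse strand in 56 and 168. Transcripts running over from a neighbouring ORF fit this: of the regions higher at 8 min, 74.5% had a neighbouring annotated ORF that was higher, against 18.9% of the other regions (Fisher's exact p = 2.86e-47 on the forward and 2.19e-45 on the reverse strand). Neighbours on either side were counted whatever their strand, and the share was 76% on the forward and 73.2% on the reverse strand. Running over is therefore not told apart from other changes shared by neighbours. Whether a dim signal gave part of the calls cannot be told. With processed signals, which carry no offset, 34.1% of the regions above the median reference signal were called at 8 min, against 22.4% of those below it (95% interval of the odds ratio 1.55 to 2.07). These signals have a floor near background, which holds back calls among dim regions, so the lower share there decides nothing. The test was chosen after the results of earlier tests of the same question were seen.

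The direct comparison of the stressed groups gave 605 annotated ORFs higher and 400 lower at 8 min than at 3 min. It also gave 11 gene lists higher and 17 lower by camera at the preset correlation, and none with an estimated correlation (smallest adjusted p = 0.2). Of the predicted ORFs outside the annotation, 41 were higher at 3 min and 78 at 8 min. For each comparison the 6 arrays can be split in 10 ways, too few for a share under 0.05. The real split was the only 1 of the 10 with any calls, with 700, 1161 and 1005 annotated and 73, 122 and 67 predicted ORFs, and the highest other split had 0.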

How the results depend on the processing

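Spike-in centring was chosen only after the data had been seen, and every other setting beforehand. Counts of annotated ORFs (198 higher and 502 lower at 3 min, 564 and 597 at 8 min, 605 and 400 between the time points) stayed the same with the replicate block, the Cyber-T test, the 6 arrays alone, the trend and robust settings, and 2-fold alone, as the fold threshold decides the calls. Quantile scaling, which evens out intensities and leaves the ratios as they are, and the filter on dim ORFs, which removed no called ORF, say nothing about them. The main fit did not pair the samples by replicate number. No source used here states whether samples of one number came from one culture. The paper took RNA before and after H2O2 was added, so pairing is possible. In their deviations from the group means, 6 of the 9 arrays correlated best with an array of their own number among the other groups. Over the 9 pairs of the same number these correlations ran from −0.074 to 0.336, and 3 were above 0.1. With the slide as a random block the counts were 202 and 497, 566 and 598, and 603 and 405, and as a fixed block 205 and 496, 566 and 605, and 597 and 401. Within slide 2 (control III, 3 min arrays II and III and 8 min array II) the camera test gave 11 lists lower at 3 min against 7, with a single control and a spread that rests on 2 pairs of arrays. No gene list took the other camera direction with a call in either setting. List medians did change sign, among other cases for 17 lists at 3 min and 7 at 8 min with spike-in centring and for 9 at 3 min with median centring. Named genes called in either setting took the other sign only with spike-in centring, while the uncalled *perR* at 3 min was −0.023 with median centring. Signal over background limits the dimmest ORFs, and 3 of 3634 annotated ORFs had no probe well above background at 8 min.

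With processed signals 299 ORFs were higher at 3 min, the predicted ORFs were 109 higher and 54 lower at 3 min, 134 and 68 at 8 min, and 74 and 58 between the time points, and 193 ORFs were at least 3-fold lower at 8 than at 3 min. The authors' series values gave 97 and 55, 131 and 68, and 79 and 55 predicted ORFs and again 193. The cause was not tested. With median centring 98 annotated ORFs were higher at 3 min (40 by 3-fold) and 1075 lower (423 by 3-fold), and at 8 min 903 were lower (413 by 3-fold). Of the predicted ORFs, 14 were then higher and 54 lower at 3 min. Against loess this moved the changes at 3 min by −0.496 in the median, and by −0.619 to 0.178 between the 5th and 95th percentile of the ORFs. With spike-in centring 28 annotated ORFs were higher at 3 min (15 by 3-fold) and 2442 lower (1487 by 3-fold). At 8 min 205 were higher (121 by 3-fold) and 1799 lower (1047 by 3-fold), and between the time points 962 were higher (420 by 3-fold) and 241 lower. Of the predicted ORFs, tested apart, 1 was higher and 186 lower at 3 min, 21 were higher and 127 lower at 8 min, and 77 were higher between the time points. Here the changes at 3 min moved by −1.372 in the median, and by −1.495 to −0.698 between these percentiles.

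Leaving out 1 array gave 183 to 207 ORFs higher and 496 to 515 lower at 3 min, 549 to 586 and 590 to 614 at 8 min, and 589 to 620 and 381 to 412 between the time points. At 3-fold the ranges were 80 to 83 and 154 to 170, 301 to 317 and 241 to 267, and 218 to 260 and 119 to 127. Predicted ORFs ranged from 37 to 42 and 31 to 34, 76 to 82 and 44 to 48, and 47 to 50 and 19 to 23. Lists by camera ranged from 10 to 12 higher and 6 to 10 lower at 3 min, 18 to 18 and 13 to 14 at 8 min, and 11 to 12 and 16 to 17 between the time points.

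The named genes that took the other sign with spike-in centring and were called in either setting had log2 fold changes at 3 min *yfhC* −1.089, *dhbE* −1.113, *dhbB* −1.147, *fhuG2* −0.082, *rhbE* −1.114, *mccB* −1.355, *yqiW* −1.046, *yojG* −1.26, *uvrC* −1.224, *yhaO* −1.266, *yhaN* −1.29, *ctsR* −1.004, *clpE* −0.026, *radA* −1.4, *rsbR* −1.277, *rsbS* −1.185, *rsbT* −1.18, *rsbU* −1.246, *dps* −0.045, *ohrR* −1.327, *etfA* −1.35, *etfB* −1.444, *abrB1* −0.335, *ykuV* −0.026, *bpj13620* −0.213, *ydcI* −0.201, *yhcY* −0.099, *natA* −0.2, *mrpB* −1.024, *mrpC* −1.053, *mrpG* −0.32, *opuAB* −0.051, *opuAC* −0.198, *opuCA* −1.402, *opuCC* −1.172, *trpA* −1.356, *trpE* −1.044, *hisC* −1.325, *trpS* −1.136, *tufA* −1.045, *sbcD* −1.106, *yflA* −1.223, *mtnD* −1.13, *pyrE* −0.339, *argF* −1.104, *hisI* −1.413, *thrZ* −1.232, *efp* −1.332, *gapA* −0.026, *hag2* −0.132, *fliP* −1.05, *xkdU* −1.028, *nhaK* −0.068, *espH* −1.098, and at 8 min *sufB* −0.01, *sufS* −0.068, *sufD* −0.112, *trpB* −0.092, *groEL* −0.065, *comGA* −1.027.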

Differences from the paper's values

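Spike-in centring alone was chosen after the data had been seen. Of 147 values set beside those of the paper, 143 did not differ and 4 did. A count differed if it was more than 1.5 times apart from the paper's. A fold change had in addition to lie further off than the SD of the 3 arrays. ORFs at least 3-fold lower at 3 min numbered 161 here and the paper's 266. Processed signals (222) and the authors' series values (224) close this difference, and no other setting does, with spike-in centring at 1487, median centring at 423 and the mean of the probes at 142.

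For *katX2* at 8 min the fold change was 29.04 here and the paper's is 10.69, and only spike-in centring (13.88) closes it, with the other settings at 22.9 (median centring) to 37.22 (within slide 2). For *ohrB* at 8 min it was 6.417 here and the paper's is 2.1, and again only spike-in centring closes it, barely (3.149, 1.5 times the paper's value), with the others at 5.195 (median centring) to 7.155 (without 8 min array III). For *recA* at 8 min it was 10.96 here and the paper's is 7.22. Spike-in centring (5.102), processed signals (9.897), the authors' series values (9.863), median centring (8.415), the mean of the probes (10.67) and leaving out 8 min array I (10.29) or control III (10.53) close it, and the other settings do not. Fold changes of the paper's tables lay within 1.5 times of those here for 295 of 299 increases at 3 min, 511 of 551 at 8 min, 365 of 439 decreases at 3 min and 417 of 442 at 8 min. Among the decreases, 9 at 3 min and 6 at 8 min had the opposite direction here.

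The paper states that *perR* was immediately transcribed at a higher level, while here it was called at 8 min and at 3 min under no setting. It reports that it did not observe a repression of the histidine genes, while 4 of the 9 genes were lower here at 3 min (0 at 3-fold). The same 4 genes were higher than in the controls at 8 min. The paper also counts its decreased genes at 3-fold. The paper names *trpA* and *hisC* with the induced tryptophan operon, while their transcripts were not called here, but its tables give no transcript fold changes for these 2 genes and the measurements are unlike. It sets *trpS* apart from the reduced tRNA synthetase genes and beside the raised tryptophan operon, while the gene was below 2-fold here (0.98 at 8 min) and called only with the slide as a fixed block, within slide 2, and without control I, control II or 8 min array III. It reports that it could not detect a downregulation of ribosomal and elongation factor genes, while 28 of 58 ribosomal genes (3 at 3-fold) and *fusA* were lower here at 8 min. It gives *nhaX* as the gene with the strongest induction, which holds here, as its change at 8 min was the largest increase of an annotated ORF at either time. Only in the ranking at 3 min, which the paper does not give, did *yhjN* stand above it.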

Other observations

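Of the tests printed here, those with spike-in centring alone were chosen only after the result was seen. Of the 12 genes of poly-gamma-glutamate and exopolysaccharide synthesis, 5 were lower at 3 min and all 12 at 8 min, with medians of −0.74 and −1.87 and *capB* the lowest. In the CymR and sulfate list, 4 of 16 genes were lower at 3 min and 13 at 8 min (medians −0.72 and −1.82), with *cysH* at −4.44. Of 12 genes of RNA polymerase and ATP synthase 3 were lower at 3 min and 6 at 8 min (medians −0.38 and −0.92), with *atpE* at −1.30. Camera at 8 min gave an adjusted p = 5.9e-06 (adjusted p = 0.175 with an estimated correlation), 2.19e-05 (adjusted p = 0.195 with an estimated correlation) and 0.0294 (adjusted p = 0.371 with an estimated correlation) for these lists, and at 3 min 0.059, 0.0254 (adjusted p = 0.449 with an estimated correlation) and 0.198. In the HrcA list *hrcA* was lower at 3 min (−1.44), and at 8 min 3 of 6 genes were higher, with *hrcA* at 1.68 (0.57 with spike-in centring), a median of 0.92 (−0.21 with spike-in centring), *groEL* at −0.065 with spike-in centring, and a camera adjusted p = 0.0098 (adjusted p = 0.222 with an estimated correlation).

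Of 47 genes of flagella and chemotaxis, 2 were higher and 1 lower at 3 min, and 15 higher and 10 lower at 8 min. The flagellin gene *hag2* was the highest (1.33 and 2.00, and −0.13 at 3 min with spike-in centring), and the medians were 0.42 (−0.87 with spike-in centring) and −0.68. Of 22 early sporulation genes 8 were higher and 1 lower at 8 min, with *lonB* at 1.85 and a median of 0.49 (−0.28 with spike-in centring). At 3 min limma and the Cyber-T test called 0 of them, 10 were higher and 4 lower at an unadjusted p under 0.05, and the median was 0.18 (−0.15 with median centring and −1.03 with spike-in centring). Of 43 late sporulation and coat genes 3 were higher and 1 lower at 3 min, and 4 and 2 at 8 min, with *sspN* at 3.02 and medians of 0.26 and 0.31 (−0.54 and −0.36 with spike-in centring). Between 3 and 8 min this list had a median of 0.006, a mean of −0.017 and a downward camera direction. In the competence list of 10 genes 2 were lower at 8 min, with *comK* at −1.83, and the medians were 0.30 (−0.18 with median centring and −1.06 with spike-in centring) and −0.16. Of 17 prophage genes, *xkdA* was higher at both times (1.74 and 4.23), 1 more was higher and 1 lower at 8 min, and the medians were 0.60 (−0.78 with spike-in centring) and −0.51. In the rhizobactin list 1 of 3 genes was lower at 8 min, *rhbE* at −1.13, with medians of 0.14 (−0.24 with median centring and −1.11 with spike-in centring) and −0.82. Camera adjusted p at 8 min was 0.465 for flagella, 0.164 for early and 0.0232 for late sporulation (adjusted p = 0.212 with an estimated correlation), 0.254 for competence, 0.0913 for the prophage and 0.0928 for rhizobactin. At 3 min it was, in the upward direction, 0.000633 for flagella (adjusted p = 0.449 with an estimated correlation), 0.000795 for late sporulation (adjusted p = 0.223 with an estimated correlation), 2.26e-05 for the prophage (adjusted p = 0.223 with an estimated correlation), 0.158 for early sporulation, 0.264 for competence and 0.367 for rhizobactin.

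Of 633 predicted ORFs outside the annotation, 32 were lower at 3 min and 44 at 8 min. The largest increases at 8 min were 5.09 for BPUzcurve1602 and 4.31 for BPUzcurve1481, and the largest decreases −4.50 for BPUzcurve1838 and −4.12 for BPUglimmer2438, named after their values were seen. The 1% of probes with the most Cy5 signal, counted over probes inside and outside the annotated ORFs, held 23.57% of it in the controls, 31.87% at 3 min and 26.87% at 8 min. Between arrays of a group, the correlation of log2 ratios was 0.733 to 0.880 in the controls, 0.981 to 0.984 at 3 min and 0.986 to 0.992 at 8 min, and the median SD of an ORF was 0.076, 0.083 and 0.097. Of the 764 genes with a symbol in both the study's tables and the array annotation, 76 carry another one, among them *polY1* and *polY2*, whose names are exchanged.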
